# Cooperative binding of AP-1 and TEAD4 modulates the balance between vascular smooth muscle and hemogenic cell fate

**DOI:** 10.1242/dev.139857

**Published:** 2016-12-01

**Authors:** Nadine Obier, Pierre Cauchy, Salam A. Assi, Jane Gilmour, Michael Lie-A-Ling, Monika Lichtinger, Maarten Hoogenkamp, Laura Noailles, Peter N. Cockerill, Georges Lacaud, Valerie Kouskoff, Constanze Bonifer

**Keywords:** AP-1, TEAD4, Hippo signalling, Hematopoietic specification, ESC differentiation, Signalling hubs

## Abstract

The transmission of extracellular signals into the nucleus involves inducible transcription factors, but how different signalling pathways act in a cell type-specific fashion is poorly understood. Here, we studied the regulatory role of the AP-1 transcription factor family in blood development using embryonic stem cell differentiation coupled with genome-wide transcription factor binding and gene expression analyses. AP-1 factors respond to MAP kinase signalling and comprise dimers of FOS, ATF and JUN proteins. To examine genes regulated by AP-1 and to examine how it interacts with other inducible transcription factors, we abrogated its global DNA-binding activity using a dominant-negative FOS peptide. We show that FOS and JUN bind to and activate a specific set of vascular genes and that AP-1 inhibition shifts the balance between smooth muscle and hematopoietic differentiation towards blood. Furthermore, AP-1 is required for *de novo* binding of TEAD4, a transcription factor connected to Hippo signalling. Our bottom-up approach demonstrates that AP-1- and TEAD4-associated cis-regulatory elements form hubs for multiple signalling-responsive transcription factors and define the cistrome that regulates vascular and hematopoietic development by extrinsic signals.

## Abstract (precis)

**Highlighted article:** AP-1 activates the expression of vascular genes in hemogenic endothelial cells and is required for *de novo* binding of the Hippo signaling transcription factor TEAD4.

## INTRODUCTION

The hematopoietic system has been a long-standing model for general principles driving the transcriptional control of cell fate decisions. During vertebrate embryonic development, the emergence of definitive hematopoietic stem cells (HSCs) occurs in the dorsal aorta (Medvinsky and Dzierzak, 1996), where cells of a specialized hemogenic endothelium (HE) undergo an endothelial-to-hematopoietic transition (EHT), lose adherence and, as newborn HSCs, move to other sites of the embryo (Boisset et al., 2011; Eilken et al., 2009; Kissa and Herbomel, 2010; Lancrin et al., 2009). Each of these developmental transitions is regulated by an orchestrated interplay of stage-specific transcription factors (TFs). For example, SCL/TAL1 is required for the differentiation of HB cells to HE cells (D'Souza et al., 2005; Lancrin et al., 2009), while RUNX1 is essential for the EHT (Chen et al., 2009; Lancrin et al., 2009). These TFs are connected to common and distinct target genes within a dynamic transcriptional network (Goode et al., 2016). However, although the roles of transcriptional regulators of hematopoietic differentiation are beginning to be understood, it is less clear how outside signals direct their activity and drive developmental stage-specific gene expression.

The transmission of signals into the nucleus involves surface molecules, such as receptor kinases, and inducible TFs at the receiving end. Most inducible transcription factors are expressed in multiple cell types and cooperate with tissue-restricted or other inducible factors by binding to their cognate cis-regulatory elements and altering gene expression in a signalling-dependent way. How this process is coordinated and connected to the signalling network is poorly understood and difficult to study, because signalling pathways are highly dynamic, consisting of a myriad of different components that operate in a cell type-specific fashion and displaying multiple types of crosstalk. However, the sequences that hard-wire the response to signals into our DNA are the same in all cells. By identifying and studying the function of signalling-responsive cis-regulatory elements and their interacting factors, we are able to obtain a first insight into how signal transduction processes are coordinated at the genomic level.

A paradigm for inducible transcription factors is the activator protein 1 (AP-1) family of transcription factors, which are typical targets of MAP kinases, including ERK and JNK (Chang and Karin, 2001), that enhance their transcriptional activity through phosphorylation (Angel et al., 1987; Karin and Smeal, 1992). Generally, AP-1 factors promote gene expression, often in response to stimuli such as growth factors. The AP-1 family comprises FOS (FOS, FOSB, FOSL1, FOSL2) and JUN (JUN, JUNB, JUND) proteins, but also ATF (ATFa, ATF-2, ATF-3) and JDP (JUN dimerization proteins, JDP1, JDP2) proteins, all of which are structurally and functionally related and act as dimers (Hess et al., 2004; Jochum et al., 2001). While JUN family proteins can dimerize with FOS, JUN, ATF and JDP proteins, FOS family proteins can heterodimerize with only JUN family members. Several findings point to an important role of this TF family at early stages of hematopoietic specification: (1) work from our group found that AP-1 motifs were enriched in open chromatin regions and colocalized with TF-binding sites that were specific to HE cells differentiated from mouse embryonic stem cells (ESCs) (Goode et al., 2016; Lichtinger et al., 2012); (2) JUN knockout (KO) mice die around the onset of HSC emergence (Eferl et al., 1999); (3) AP-1 was reported to play a role in *Xenopus* hematopoiesis (Lee et al., 2012); (4) in zebrafish, the transcriptional co-repressor NCoR silences *Fos* transcription and NCoR knockdown leads to inhibition of HE formation (Wei et al., 2014); (5) AP-1 activation is involved in the stimulation of engraftment of HSCs by epoxyeicosatrienonic acids (Li et al., 2015); and (6) FOS has been identified as a crucial factor together with GATA2, GFI1B and ETV6, in the reprogramming of mouse embryonic fibroblasts (MEFs) to blood cells (Pereira et al., 2013). However, none of these studies has identified the global genomic targets responsible for these effects. In addition, the expression of individual AP-1 family members, and thus the dimer composition, varies depending on the cellular context. Owing to the redundancy in this system, the analysis of the general role of AP-1 factors has been difficult.

In this study, we gained a first insight into the role of the AP-1 factor family as a whole using *in vitro* differentiated mouse ESCs as a model. During ESC differentiation, the first blood cells derive from the hemangioblast (HB), a mesodermal cell type capable of differentiating into vascular smooth muscle (SM), endothelial and hematopoietic cells (Choi et al., 1998; Huber et al., 2004; Kennedy et al., 1997; Stefanska et al., 2014). We expressed a dominant-negative FOS (dnFOS) peptide from a doxycycline (DOX)-inducible promoter and thereby abolished all AP-1 DNA-binding activity (Olive et al., 1997). A surprising result of our work was the finding that global AP-1 inhibition, in spite of the near-ubiquitous expression of this factor family, is compatible with hematopoietic specification, whereby in differentiating hemangioblast cells FOS and JUN together bind to and activate a core set of vascular effector genes. Importantly, we found that at these genes AP-1 does not act alone but cooperates with TEAD4, a mediator of the Hippo signalling pathway (Meng et al., 2016), which we have previously shown to be essential for hematopoietic specification (Goode et al., 2016). AP-1 inhibition abolished TEAD4 binding at these genes, thus uncovering the mechanism of the interdependency of the two signalling pathways. Our data therefore show how inducible transcription factors are integrated at the genomic level to form signalling hubs that modulate the balance between cell fates.

## RESULTS

### Global AP-1 inhibition affects differentiation of ESCs via hemangioblast to hematopoietic cells

The family of AP-1 transcription factors consists of diverse members, most of which can heterodimerize and are likely to compensate for each other's absence. Therefore, we inhibited all AP-1 activity directly and globally using a dominant-negative version of FOS (dnFOS). This peptide contains a dimerization domain for binding to JUN family proteins and an acidic extension for blocking the DNA-binding domain of JUN, thus preventing both the formation of JUN:JUN, JUN:ATF and JUN:FOS dimers, and their binding to DNA (Olive et al., 1997). In order to examine a role of AP-1 factors at different stages of hematopoietic specification, we employed *in vitro* ESC differentiation that has previously been used to recapitulate and investigate the different steps in hematopoietic specification (Fig. S1A) (Goode et al., 2016; Lancrin et al., 2010). We constructed an ESC line carrying a doxycycline (DOX)-inducible Flag-tagged dnFOS allele (Fig. 1A) (Kyba et al., 2002). We ensured that the peptide inhibited AP-1-driven gene activation in a luciferase assay (Fig. S1B), that its expression was tightly regulated (Fig. S1C) and that the protein was present in every cell (Fig. S1D), and demonstrated that induction of the construct indeed blocked JUN binding to DNA in a genome-wide fashion (Fig. 1C and Fig. S1E).

**Fig. 1.**
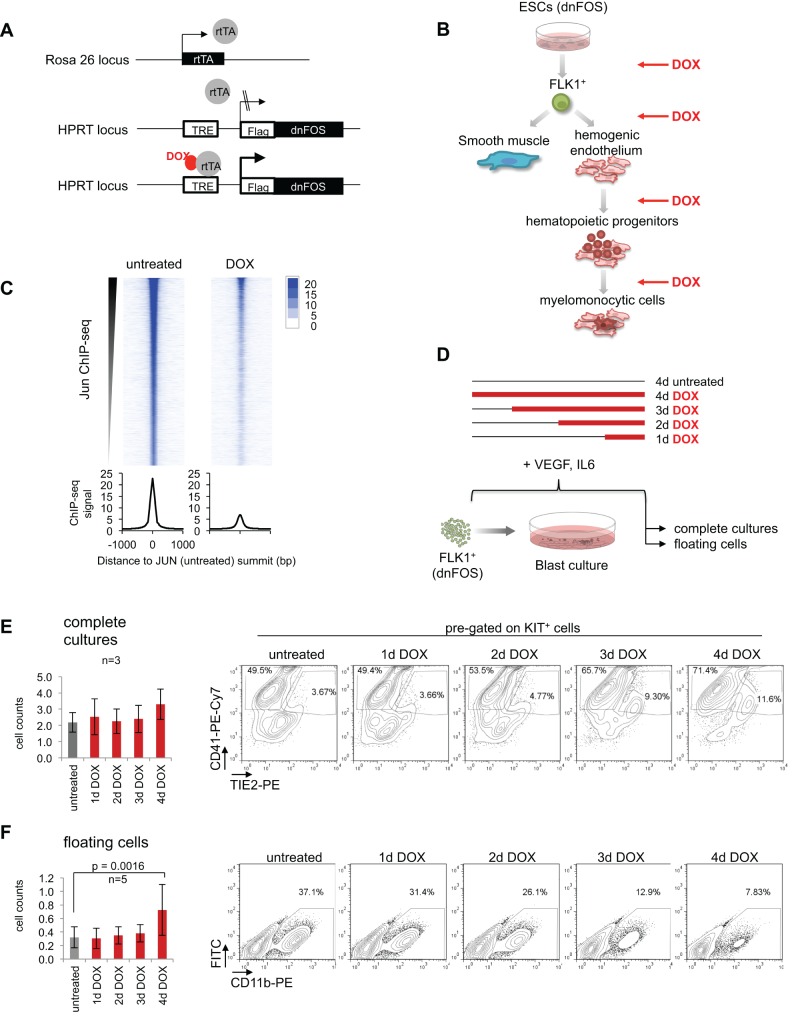
**AP-1 inhibition affects differentiation of ESCs to hemangioblast, to hemogenic and to hematopoietic cells.** (A) Schematic representation of the targeted HPRT-gene locus of the DOX-inducible dnFOS-expressing A17 2lox mouse ESC line (dnFOS ESCs). (B) Overview of the *in vitro* differentiation of ESCs to blood cells and the corresponding time course of dnFOS induction (DOX). (C) JUN ChIP-seq in uninduced and DOX-treated dnFOS cells. FLK1^+^ dnFOS cells were cultured under blast culture conditions for 1 day±1 µg/ml DOX. Cells of complete cultures were double crosslinked and chromatin was used for JUN ChIP followed by genome-wide sequencing. The JUN ChIP-seq signal in the untreated dataset and the corresponding signal detected in the DOX dataset are shown. (D) Schematic overview of the DOX-induction time course approach during blast culture. FLK1^+^ dnFOS cells were cultured for 4 days under blast culture conditions. Cells were either left untreated (4 days untreated) or DOX was added from start of culture (for 4 days=4 days DOX), at day 1 (3 days DOX), day 2 (2 days DOX) or day 3 (1 day DOX) of culture. At day 4, complete cultures and floating cells were analysed for cell numbers and surface marker profiles by flow cytometry. (E) Total cell counts (left) and a representative CD41-/Tie2-specific flow cytometric analysis of pre-gated cKit^pos^ cells (right) of day 4 complete blast cultures that were either left untreated or DOX-treated for 1 day, 2 days, 3 days or 4 days (data are mean±s.d., *n*=3). (F) Total cell counts (left) and a representative CD11b-specific flow cytometric analysis (right) of day 4 floating cells derived from dnFOS blast cultures that were either left untreated or DOX treated for 1 day, 2 days, 3 days or 4 days (data are mean ±s.d., *n*=3).

Several members of the AP-1 family are expressed at one or more stages of *in vitro* ESC differentiation into blood (Fig. S1F). To be able to study the molecular mechanism of AP-1 function in detail, we first had to examine at which stages AP-1 activity was crucially required. To this end, we induced dnFOS by addition of DOX at distinct time points of ESC differentiation.

As outlined in Fig. 1B (and Fig. S1A), ESCs were differentiated into embryoid bodies (EBs) and after 3.75 days HB cells were enriched by purifying cells positive for the VEGF receptor (FLK1^+^). Subsequently, FLK1^+^ cells were kept for up to 4 days in the presence of IL-6 and VEGF under blast culture (BC) conditions where they differentiated to vascular smooth muscle (SM) cells or successively to the following cell types: (1) early hemogenic endothelial cells (HE1, KIT^+^TIE2^+^CD41^−^), (2) late hemogenic endothelial cells fully committed to blood but still adherent (HE2, KIT^+^TIE2^+^CD41^+^) and (3) floating hematopoietic progenitor cells that have undergone the EHT (HP, KIT^+^TIE2^−^CD41^+^). The inhibition of AP-1 activity during the establishment of HB cells by adding DOX to EB cultures led to increases in total cell number within EB cultures and in the proportion of FLK1^+^ cells (Fig. S1G,H). To examine the role of AP-1 at later differentiation stages, we expressed dnFOS during BC by either inducing freshly purified FLK1^+^ cells (4 days of induction) or adding DOX subsequently at day 1, day 2 or day 3 of BC (Fig. 1D). After 4 days, complete cultures and floating cells (containing progenitor cells) were assessed for cell count and phenotypic composition, respectively. Despite no significant change in overall cell number (Fig. 1E, left panel), complete blast cultures contained a higher proportion of KIT^+^ cells (Fig. S1I,J) and HE2 cells after dnFOS induction (Fig. 1E, right panel; Fig. S1K). This effect was strongest when AP-1 was inhibited at the very beginning of blast culture. Moreover, we found that an early block of AP-1 (4 days DOX treatment) led to a significant increase in the amount of floating cells (Fig. 1F, left). However, myeloid commitment of such cells, as measured by CD11b surface marker expression, was significantly diminished (Fig. 1F, right panel; Fig. S1L). Moreover, when AP-1 was inhibited only transiently in the first 24 h of blast culture with subsequent DOX washout and culture medium replacement, numbers of floating cells at day 3 were increased to the same extent as observed after a continuous 3-day treatment period (Fig. S1M). By contrast, proportions of CD11b+ cells were decreased to a lesser extent when DOX was withdrawn after 1 day (Fig. S1N).

Together, these results suggest that AP-1 is involved in modulating the transitions of several distinct stages of blood development, supporting or impairing respective cell fates. However, in spite of the near-ubiquitous expression of this factor family, global AP-1 inhibition does not lead to gross disturbances in blood cell specification.

### Inhibition of AP-1 at the hemangioblast stage shifts the balance between vascular and blood cell development

Having shown that blocking all AP-1 activity is compatible with differentiation, we next examined whether this factor was involved in regulating cell fate. To this end, we studied the differentiation of HB cells by analysing complete blast cultures ±DOX after 1 and 2 days of induction, as well as floating cells after 3 days (Fig. 2A). Although cell numbers at day 1 were unaffected by AP-1 inhibition, we measured a significant reduction in the proportion of SM cells as assessed by intracellular flow cytometry using three different SM cell markers: SMA, SM22α and calponin (Fig. 2B,C and Fig. S2D). Endothelial marker expression was unaltered with the exception of a slight increase in FLK1^+^ cells in DOX-treated cultures (Fig. S2E). Further, when analysing day 2 blast cultures we observed significantly increased cell numbers (Fig. 2D), with overall no difference in apoptosis (Fig. S2A). DOX-induced cells showed higher S- and G2/M-cell cycle phase contribution and expressed significantly lower levels of the negative cell cycle regulator gene *Cdkn2a* (p16) (Fig. S2B,C), which explains the enhanced proliferation. As in the time course experiment (Fig. 1E), the frequency of HE2 cells was also significantly increased when AP-1 was inhibited for 2 days only (Fig. 2F, Fig. S2H), whereas SM cell proportions were significantly lower (Fig. 2E, Fig. S2F) and endothelial cells remained unaffected (Fig. S2G). These results demonstrate that the gain of hematopoietic HE2-type cells was paralleled by a loss of SM cells. The number of non-adherent, floating cells that had undergone the EHT after a 3-day culture and dnFOS-induction period was significantly increased by more than fourfold when compared with untreated cultures (Fig. 2G). We next characterized these cells by surface marker flow cytometry. The analysis revealed that the proportions of KIT^+^, CD41^+^ and CD71^+^ cells within floating cells emerging upon AP-1 inhibition were comparable with untreated cells, demonstrating that hematopoietic commitment had happened (Fig. S2I,J). However, although floating cells of untreated cultures showed expression of CD45 and CD11b, indicating their maturation and myeloid commitment, DOX-treated cells failed to express these markers and appeared to be blocked in differentiation (Fig. S2I,J and Fig. 2H). We further noticed a slight but significant increase in CD71^high^ cells upon AP-1 inhibition, which was reported to represent a population of primitive erythroblasts (Chao et al., 2015). To test whether floating cells derived from dnFOS-induced cultures have the potential to form normal colony when compared with untreated cultures, we performed colony-forming assays in the absence of DOX. Overall, we detected similar colony formation capacity, with similar numbers and sizes of colonies (Fig. 2I). Although the myeloid commitment in dnFOS-induced blast cultures was inhibited (Fig. 2H and Fig. S2I,J), progenitor cells derived from DOX-treated blast cultures were able to give rise to myeloid cell-containing CFU-GM- and CFU-Mix-type colonies when DOX was withdrawn, with a slight bias towards colonies with erythroid contribution (BFU-E and CFU-Mix). Together, these experiments demonstrate that AP-1 inhibition by dnFOS in differentiating HB cells shifts the balance between smooth muscle and hemogenic cell fates and reversibly blocks myeloid commitment, suggesting a dual role of AP-1 in this developmental pathway, promoting both smooth muscle and myeloid cell types.

**Fig. 2.**
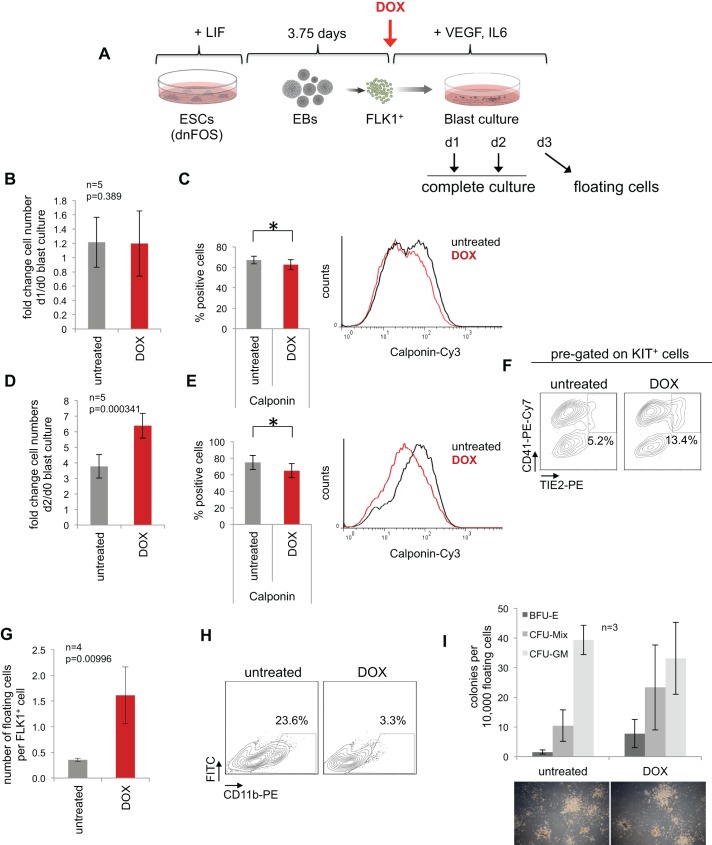
**AP-1 inhibition at the hemangioblast stage enhances cell proliferation and shifts the balance between vascular and blood cell development.** (A) Experimental setup: dnFOS ESCs were differentiated for 3.75 days as EBs. FLK1^+^ HB cells were purified and subsequently cultured±1 µg/ml DOX under blast culture conditions for 1 day, 2 days or 3 days before either complete cultures (day 1 and day 2) or floating cells (day 3) were analysed. (B) Fold changes of cell numbers at day 1 compared with day 0 (=seeded cell numbers) of complete dnFOS blast cultures with and without DOX induction (data are mean ±s.d., *n*=5, *t*-test). (C) Complete day 1 dnFOS blast cultures with and without DOX induction were assessed by intracellular SM cell-specific calponin staining (data are mean ±s.d., *n*=4, *t*-test, *P=0.019). A representative flow cytometric analysis and the summary of three experiments is shown (for other smooth muscle cell markers and statistical summary, see Fig. S2). (D) Fold changes of cell numbers at day 2 compared with day 0 (=seeded cell numbers) of complete dnFOS blast cultures with and without DOX induction (data are mean ±s.d., *n*=5, *t*-test). (E) Complete day 2 dnFOS blast cultures with and without DOX induction were assessed by intracellular SM cell-specific calponin staining. (data are mean ±s.d., *n*=3, *t*-test, *P=0.038). A representative flow cytometric analysis and the summary of three experiments is shown (for other smooth muscle cell markers and statistical summary, see Fig. S2). (F) The cell composition of complete day 2 dnFOS blast cultures ±DOX was analysed by flow cytometry using antibodies against KIT, TIE2 and CD41. A representative contour plot of pre-gated KIT^+^ cells is shown. (G) The number of dnFOS floating cells with and without DOX induction at day 3 per FLK1^+^ cell that was seeded at day 0 (data are mean±s.d., *n*=4). (H) Floating cells of day 3 dnFOS blast cultures with and without DOX induction were harvested and stained with a CD11b-specific antibody prior to flow cytometric analysis. Representative contour plots are shown. (I) Floating cells derived from day 3 dnFOS blast cultures with and without DOX induction were harvested and plated into methylcellulose medium for a hematopoietic colony assay (in the absence of DOX). After 10 days, colonies were counted and classified as BFU-E, CFU-Mix and CFU-GM (data are mean ±s.d., *n*=3). Examples of colonies are shown at the bottom.

### AP-1 inhibition does not alter global transcriptional networks but affects expression of key stage-specific genes

To gain insight into how AP-1 regulates cell fate, we focused on the differentiation of HB cells into SM and HE cells. We investigated the transcriptional changes induced by blocking AP-1 activity using microarray gene expression analysis with RNA extracted from freshly purified FLK1^+^ HB cells, complete blast cultures after 5 h and 1 day of induction, as well as from FACS-sorted SM, HE1, HE2 and HP cells at day 2 of blast culture (Fig. 3A, Fig. S3A,B). 

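The dnFOS ESC line carries a Flag-tagged dominant-negative FOS peptide that is switched on by DOX, binds JUN family proteins and blocks their binding to DNA. RNA was hybridized to 27 one-colour Agilent mouse arrays in 13 groups. Untreated FLK1+ cells formed 1 group. For each of 6 populations, untreated cells and cells given 1 µg/ml DOX were compared. These were complete blast cultures after 5 h (FLK1+ 5h) and 24 h (d1 BC), and SM, HE1 (KIT+TIE2+CD41−), HE2 (KIT+TIE2+CD41+) and HP cells (KIT+TIE2−CD41+) sorted after 48 h. Each group had 2 arrays, apart from untreated SM cells with 3, and their number limits the precision of every value. The authors deposited the signal intensity of each spot, background-subtracted and detrended by the scanner software but not scaled between arrays, and log2 values that they had normalized between arrays. The fold changes reported here were computed from the intensities, as log2 signal minus the 75th percentile of the array, with 1 probe per gene. A limma model with 1 mean per group was fitted to all 27 arrays, so that 14 residual degrees of freedom were shared by all comparisons. A gene was tested in a population when its probe was well above background on all arrays of the untreated or of the DOX group. Where one group was nowhere above background, the change is given as a lower bound for these intensities. It was taken against the lowest signal well above background on each array, or the probe's own signal where higher. The bound takes no account of the spread between arrays. Adjusted p-values are limma's, with Benjamini-Hochberg adjustment, and SE is the standard error of the log2 fold change.

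The 75th percentile of the signal ranged from 78.8 on an untreated HE2 array to 732 on an untreated FLK1+ 5h array. It was 687 on the other untreated HE2 array, and 140, 145, 155 and 380 on the HE1 arrays. Between 48.0% and 89.7% of probes were well above background, and no spot was saturated. Replicate arrays correlated across genes with r between 0.918 and 0.977. The arrays lay on 5 slides scanned on 4 days. Untreated FLK1+ 5h replicate 1 was alone on its slide, and each of the other slides held several groups.

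The cassette for dnFOS sits at the Hprt locus (Fig. 1A), and the Hprt signal separated DOX-treated from untreated arrays in all 6 populations. In SM cells the log2 signal was 4.50 ± 0.94 (SD, n = 2) with DOX and 1.01 ± 0.15 (SD, n = 3) without, a log2 fold change of 3.50 (SE 0.51, adjusted p = 0.0222). The fold change was 2.65 at 5 h, 12.3 in d1 BC, 11.3 in SM, 9.31 in HE1, 7.50 in HE2 and 4.36 in HP cells. The smallest gap between the lowest DOX array and the highest untreated array was 1.02 on the log2 scale, at 5 h. With 2 arrays against 2, chance alone places every DOX array above every untreated array for 16.7% of genes. The adjusted p in SM cells ranged up to 0.425, without SM DOX replicate 2, over the alternatives tried, and the log2 fold change stayed between 2.83 and 4.16.

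**Figure D1:**
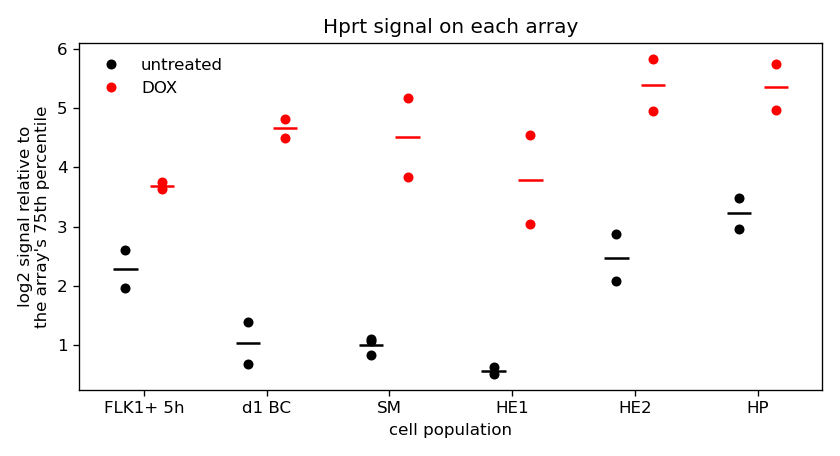
Log2 signal of Hprt on each array, relative to the 75th percentile of the array, in the 6 populations without (black) and with DOX (red). Points are arrays and bars are means. In every population the DOX arrays lie above the untreated arrays, by at least 1.02.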

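Principal components were computed over 27980 genes on the 27 arrays. The first 3 components held 33.9%, 13.5% and 11.7% of the variance. In the space of these 3 components, the nearest other array came from the same population, with or without DOX, for 13 of 27 arrays. Shuffled labels gave 3.15 (one-sided permutation test with 100000 shuffles, p = 0.00033). The nearest array lay on the same slide for 24 of 27 arrays, against 6.16 with shuffled slides (p = 1e-05, the smallest p these permutations can give). Of those 24 pairs, 11 were also of the same population, and 2 arrays had their nearest array in their own population on another slide. The shuffles did not keep the arrays of a slide together. When only the 1000 most variable genes were used, the nearest array was of the same population for 25 arrays. Differences between populations accounted for 53.2% of the sum of squares over all genes, or 8.87% per degree of freedom. The effect of DOX within populations accounted for 12.8%, or 2.13% per degree of freedom, against 2.43% per degree of freedom between replicate arrays. This order turned with the slide as a fixed block, tried after seeing the data, which gave 1.65% and 1.44%.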

Principal component analysis revealed that samples of the same cell type clustered closely together with or without dnFOS induction, indicating that AP-1 inhibition did not globally alter the gene expression patterns of induced cells (Fig. 3B, Fig. S3C). However, we identified a number of genes that were at least twofold differentially expressed (Fig. 3C, Fig. S3D and Table S1). 

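A gene was called when its adjusted p was under 0.05 and its signal changed at least 2-fold. Between 23185 genes in HE1 and 25099 genes in HP cells were tested. At 5 h 1 gene was called higher with DOX and 0 lower. In SM cells 1 was higher and 4 were lower, and in HP cells 1 was higher and 9 were lower. In d1 BC, HE1 and HE2 cells limma called 0 genes. An unadjusted p under 0.05 was reached by 374 genes in d1 BC, 294 in HE1 and 2397 in HE2 cells, where chance alone gives 1198, 1159 and 1204. At 5 h it was reached by 1264 genes, with 1188 given by chance. The lowest adjusted p was 0.0928 in d1 BC, 0.400 in HE1 and 0.0574 in HE2 cells. The fit had no block for slide or replicate number, so a count below chance is no evidence that DOX had no effect.

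Single arrays decided several of these counts. At 5 h, 83 genes were called higher without untreated replicate 2 and 0 without untreated replicate 1. In HE2 cells, 42 genes were called higher and 39 lower without untreated replicate 2. Without SM untreated replicate 1 only 1 SM gene was lower and 0 were higher. In HP cells, leaving out any HP array left 0 or 1 genes lower and 0 higher. At this threshold, the alternative that moved the sum over the 6 populations most was the normexp background correction, with 187 genes called in place of 16. Of its 158 called genes in HP cells, 8 were among the 10 called here. With the slide as a fixed block 63 genes were called, among them all 10 of HP and 4 of the 5 of SM cells. This block gave 1 called gene in d1 BC and 0 in HE1 and HE2 cells. With the slide as a random block 3 genes were called in d1 BC, 1 in HE1 and 4 in HE2 cells. Over all 6 populations this random block gave 124 called genes. When only the 2 groups compared were fitted, 3 genes were called, all in HE2 cells.

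In SM cells, Lilrb4a was at least 7.67-fold lower with DOX (log2 fold change -4.63, SE 0.54, adjusted p = 0.00193) and was called with each array left out. It was not called after the normexp correction, with the authors' processed values or with the mean of all probes, and its adjusted p ranged up to 0.348. No SM gene was called lower with array quality weights, with detection in both groups or when only the 2 groups were fitted. Ifi202b had a log2 fold change of -4.13 (SE 0.66, adjusted p = 0.0371) and was above background on 1 of 2 DOX arrays. Msln was at least 5.18-fold lower (log2 fold change -3.91, SE 0.63, adjusted p = 0.0371). After the normexp correction the log2 fold changes were smaller, at -1.13 for Lilrb4a, -1.15 for Ifi202b and -0.76 for Msln. Tnfrsf12a, named after its values were seen, had a log2 fold change of -2.97 (SE 0.48, adjusted p = 0.0371). Without SM DOX replicate 2, the adjusted p was 0.646 for Ifi202b, 0.171 for Msln and 0.576 for Tnfrsf12a. The adjusted p over all alternatives ranged up to 0.754 for Msln. Whether these falls lay within SM cells or came from fewer blood cells among the sorted SM cells was not tested.

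In HP cells, Ifi204 was at least 7.81-fold lower (log2 fold change -4.60, SE 0.64, adjusted p = 0.0114) and Bcl2a1c at least 5.60-fold lower (log2 fold change -4.48, SE 0.62, adjusted p = 0.0114). Ifit1 was at least 14-fold lower (log2 fold change -4.22, SE 0.73, adjusted p = 0.0406). After the normexp correction the log2 fold changes were smaller, at -1.45 for Ifi204, -1.09 for Bcl2a1c and -1.96 for Ifit1. Without HP DOX replicate 2, none of these HP genes was called (adjusted p = 0.486 for Ifi204 and Bcl2a1c, 0.665 for Ifit1, the highest values over the alternatives). The called genes that rose at 5 h and in HP cells were transcripts without a gene symbol. They were at least 14.1-fold (SE 0.70, adjusted p = 0.0363) and at least 7.93-fold higher (SE 0.82, adjusted p = 0.0221). After the normexp correction their log2 fold changes were 1.24 and 0.77. The adjusted p of the first was 0.769 without FLK1+ 5h untreated replicate 1 and 0.894 with the slide as a block. That of the second was 0.556 without HP untreated replicate 2, the highest value for that transcript.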

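Over the 6 populations together, 13 of the 16 called genes were lower and 3 were higher with DOX. At an unadjusted p under 0.05 and at least 2-fold, 2461 changes were lower and 3315 higher, so that 42.6% were lower. More genes were lower than higher in d1 BC (236 and 129), SM (475 and 159), HE1 (155 and 127) and HP cells (634 and 296). More were higher than lower at 5 h (1220 and 38) and in HE2 cells (1384 and 923). The number higher at 5 h was 96 without untreated replicate 1 and 219 without DOX replicate 1. In HE2 cells 265 were higher and 190 lower without untreated replicate 1. The order turned there without DOX replicate 2 (314 higher and 669 lower), after the normexp correction (664 and 715), without the filter on dim probes (1243 and 1474) and when only the 2 groups were fitted (211 and 1142). In HE1 cells it turned without untreated replicate 1 (263 higher and 256 lower), untreated replicate 2 (124 and 104) and DOX replicate 1 (559 and 518). In d1 BC it turned without DOX replicate 2 (212 higher and 198 lower). With a 2-fold change alone and no p, 9885 changes were lower and 11588 higher.

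At an unadjusted p the split moved with the scaling of the arrays. The share lower was 57.0% after the normexp correction, 49.0% with the authors' processed values, 42.4% after quantile normalization and 34.5% when arrays were scaled to their median. More genes were lower than higher in 5, 3, 2 and 2 of the 6 populations under these scalings, in that order. In HE1 cells the order turned with the authors' processed values (217 higher and 129 lower), quantile normalization (344 and 172) and median scaling (202 and 81). In SM cells it turned with quantile normalization (379 and 367) and median scaling (381 and 210). Called genes were mostly lower under each scaling, with 87.7% (normexp), 88.2% (authors' values), 70.9% (quantile) and 88.2% (median) lower. With all arrays kept, this share lay between 60% and 100% over the alternatives. With the 75th percentile the median shift of all genes was -0.03 at 5 h, 0.13 in d1 BC, 0.09 in SM and in HE1, 0.17 in HE2 and 0.25 in HP cells. With median scaling it was -0.67, 0.08, 0.43, 0.37, 0.63 and -0.05 in the same order. After quantile normalization it was 0.11 in HE2 cells. The share lower was 51.3% without the filter on dim probes and 65.0% when only the 2 groups compared were fitted. Among called genes, between 1 and 85 were higher and between 2 and 53 lower when single arrays were left out. The most were higher without FLK1+ 5h untreated replicate 2 and the most lower without HE2 untreated replicate 2. The fewest came when arrays of HP cells were left out.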

Consistent with AP-1 generally functioning as an activator, we found more downregulated than upregulated genes. K-means clustering of differentially expressed genes in the sorted cell populations SM, HE1, HE2 and HP (Fig. 3D) established a total of 15 clusters, each containing genes with similar expression fold change patterns over the four cell types. 

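Clustering was repeated with 15 clusters and 50 random starts on the log2 fold changes in SM, HE1, HE2 and HP cells. Too few genes were called for 15 clusters, so 3676 genes with an unadjusted p under 0.05 and at least a 2-fold change in 1 or more of the 4 populations were used, a choice made after seeing the data. The clusters held 82.1% of the sum of squares. Their numbers are arbitrary and were not matched to those of Fig. 3D. A cluster of 141 genes with Irf8 and Spi1 had mean log2 fold changes of -1.44 in SM, -1.09 in HE1, -1.91 in HE2 and -3.13 in HP cells. Another of 304 genes with Csf1r, Cebpa and Col4a1 had means of -0.67, -0.56, -1.06 and -2.13 in the same order. A cluster of 121 genes with Axl and Cdkn2a fell most in SM cells, with means of -2.30, -1.61, -1.10 and -1.21. Itga11, Myo1e, Pdgfc and Tgfb2 shared a cluster of 156 genes with means of -1.88, -0.47, 0.35 and 0.13. Hoxb4, Stat5a and Stat5b lay in a cluster of 599 genes with means of 0.66, 0.70, 1.38 and 0.20. A cluster of 675 genes with Gata3 and Epor rose mainly in HE2 cells, with a mean of 1.38. Fgf15 lay in a cluster of 295 genes with a mean of -2.40 in HE2 and 1.11 in HP cells. The cluster with the largest mean rise in HP cells, 1.69, held 190 genes.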

We also evaluated their gene ontology (GO) terms (Table S2 and Fig. S3E). 

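Sfpi1, named Spi1 in the reference table, had a log2 fold change with DOX of -3.95 in HE2 (SE 0.94, adjusted p = 0.493) and -3.19 in HP cells (SE 0.94, adjusted p = 0.482). In HE2 cells it was above background on 1 of 2 DOX arrays. Without HE2 DOX replicate 1 its change was -6.30 and was called (adjusted p = 0.000882), and without HE2 DOX replicate 2 it was -1.61. Csf1r changed by -2.37 in HE2 (SE 0.92, adjusted p = 0.493) and -1.48 in HP cells (SE 0.92, adjusted p = 0.997). Its 3 probes gave values from -4.06 to 0.34 in HE2 and from -1.95 to 0.08 in HP cells. Cebpa changed by -2.59 in HP cells (SE 0.63, adjusted p = 0.243) and was not tested in HE2 cells, where it was above background on 1 of 2 arrays of each group. Irf8 changed by -1.48 in HE2 (SE 0.69, adjusted p = 0.493) and -2.74 in HP cells (SE 0.69, adjusted p = 0.287), and Eng by -0.93 and -0.95. Without HE2 DOX replicate 2 the change of Eng in HE2 cells was 0.07. In HP cells both DOX arrays lay below both untreated arrays for all 5 genes, where chance gives 16.7% of genes. None of the 5 was called over all genes tested. Spi1, Irf8 and Cebpa in HP cells were called with the authors' processed values (adjusted p = 0.00364, 0.00259 and 0.00878) and after the normexp correction (0.000444, 0.000503 and 0.00272).

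The median log2 fold change of the genes named for these clusters was -1.92 in HE2 (4 genes, camera adjusted p = 0.000633) and -2.59 in HP cells (5 genes, 1.31e-09). The study chose these genes on the same arrays, so their test is not independent evidence. A list of 19 myeloid marker genes, 4 of them among these 5, was set before the data were examined, as were all gene lists and comparisons. Its median was -0.58 in HE2 (13 of 16 genes lower, camera adjusted p = 0.00687) and -1.48 in HP cells (13 of 17 lower, 5.97e-12). In SM cells the medians were -0.63 for the markers (adjusted p = 0.00135) and -1.15 for the named genes (0.0239). Without HE2 untreated replicate 2 the adjusted p in HE2 cells was 0.0988 for the markers and 0.0567 for the named genes. Over the alternatives with camera at its preset correlation it ranged from 0.000378 to 0.0988 and from 3e-06 to 0.0567. With fry it was 0.239 and 0.0354, and with an estimated correlation 0.239 and 0.076. Adjusted over the list alone of all genes the paper names, 2 genes passed 0.05 in HE2 cells (Spi1 and Gata3, both 0.0126) and 3 in HP cells (Spi1 0.0405, Irf8 and Cebpa 0.0164).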

Clusters 3, 4 and 1 retrieved genes that were expressed at lower levels in HE2 and HP cells such as the myeloid regulators *Csf1r*, *Sfpi1* (*Pu.1*) and *Cebpa*, which was in line with the reduced number of CD11b^+^ cells observed in DOX-treated blast cultures. 

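A list of erythroid marker genes had a median log2 fold change with DOX of 0.80 in HP cells. Of 13 genes, 12 were higher, 6 of them with both DOX arrays above both untreated arrays, where chance gives 16.7%. Without HP DOX replicate 1 the median was 0.23. The camera adjusted p was 0.116, and it ranged from 0.0524 to 0.487 over the alternatives with camera at its preset correlation. It was 0.53 with an estimated correlation. Epor rose by 1.13 (SE 0.46, adjusted p = 0.997) and Gata1 by 0.80 (SE 0.84, adjusted p = 0.997) in HP cells, with every DOX array above every untreated array for both. The medians of the erythroid list in the other populations were 0.31 at 5 h, -0.15 in d1 BC, -1.0 in SM, 0.03 in HE1 and 0.26 in HE2 cells. The fall in SM cells was past the threshold with camera (12 of 13 genes lower, adjusted p = 0.000207), but not with fry (0.466) or an estimated correlation (0.258). In untreated cells, 12 of 13 genes of the list were higher in SM than in FLK1+ cells, with a median of 3.48. The adjusted p was 1.09e-09 with camera, 4.67e-05 with fry and 0.0334 with an estimated correlation. Fewer blood cells among sorted SM cells and a change within SM cells cannot be told apart.

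Myo1e changed by -1.24 in SM (SE 0.41, adjusted p = 0.996) and -0.14 in HE1 cells (SE 0.45, adjusted p = 1), where its sign turned with the authors' processed values (0.06), after the normexp correction (0.05), and without HE1 DOX replicate 2 (0.21) or untreated replicate 1 (0.12). Wt1 was higher with DOX on every SM array, by 0.42 (SE 0.66, adjusted p = 0.996), and lower on every HE1 array, by -1.51 (SE 0.73, adjusted p = 1). Chance separates the arrays in one direction for 10% of genes in the SM and 16.7% in the HE1 comparison.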

Genes upregulated in HP cells (cluster 13) were associated with erythrocyte differentiation and clusters 12 and 6 comprised genes that were downregulated in SM and HE1 cells, e.g. *Lamc2*, *Myo1e*, *Flnb*, *Serpine1* or *Wt1* (Fig. 3D,E and Fig. S3G). These gene products are associated with vascular cell types (GO terms Fig. S3E and Duim et al., 2015) and their decreased expression may reflect the lower contribution of vascular SM cells upon dnFOS-induction. 

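Hoxb4 had log2 fold changes with DOX of 0.14 at 5 h, 0.95 in d1 BC, 1.33 in SM, 0.53 in HE1, 1.27 in HE2 and -0.30 in HP cells. The SE was 0.50 in SM and 0.54 elsewhere, and every DOX array was above every untreated array in d1 BC, SM and HE2 cells. Bmi1 changed by -0.62, 1.13, 1.27, 0.73, 1.56 and 0.18 in the same order (SE 0.73 in SM and 0.80 elsewhere). Its DOX arrays were all above the untreated arrays in d1 BC. Gfi1 changed by -0.85, -1.09, 0.19, -1.18, 1.83 and 1.37 (SE 0.99 in SM and 1.08 elsewhere). Its DOX arrays were all above the untreated arrays in HE2 and HP cells and all below them in HE1 cells. Limma called none of the 3 genes in any population, and the adjusted p was at least 0.493. The unadjusted p was under 0.05 for Hoxb4 alone, in SM (0.0153) and HE2 cells (0.0311).

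Several signs rested on one array. Without HE1 DOX replicate 2, Hoxb4 changed by -0.11 and Bmi1 by -0.20 in HE1 cells. Without SM DOX replicate 2, Gfi1 changed by -1.48 in SM cells, and without SM untreated replicates 1 and 3 in turn by -0.42 and -0.37. Without HP DOX replicate 2, Bmi1 changed by -0.36 in HP cells. Without HP untreated replicate 1 Bmi1 changed by -0.15 there, and without HP untreated replicate 2 Hoxb4 changed by 0.14. At 5 h Hoxb4 was lower under quantile normalization (-0.32), the authors' processed values (-0.26), the normexp correction (-0.17) and the slide block (-0.07), and without untreated replicate 1 (-0.08). Gfi1 was 0.02 there without DOX replicate 1.

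The list of these 3 genes, chosen by the study on these arrays, had a median of 1.27 in SM cells (camera adjusted p = 0.0263) and 1.56 in HE2 cells (0.0575). With camera at its preset correlation, the adjusted p in SM cells ranged from 0.0102 to 0.451, the last without SM DOX replicate 2, where the median was 0.36. In HE2 cells it ranged from 0.0115 without the filter on dim probes to 0.228 without HE2 untreated replicate 1, where the median was 0.63. With fry it was 0.466 in SM and 0.254 in HE2 cells, and with an estimated correlation 0.342 and 0.389. The medians were -0.62 at 5 h (0.467), 0.95 in d1 BC (0.282), 0.53 in HE1 (0.743) and 0.18 in HP cells (0.913). The 9 genes that the paper names for clusters of rising genes had medians of -0.16, 0.12, 0.58, 0.60, 1.56 and 0.40 from 5 h to HP. These rose past the threshold with camera in HE1 (0.0358) and HE2 cells (0.000207), but not with fry (0.717 and 0.135) or an estimated correlation (0.541 and 0.308). Without HE2 untreated replicate 1 the median in HE2 cells was 0.96. Among them, Gata3 changed by 2.09 (SE 0.51), Sox7 by 2.28 (SE 1.73), Stat5a by 1.52 (SE 0.69) and Stat5b by 1.58 (SE 0.70) in HE2 cells. In HP cells these 4 genes changed by 0.36, 1.20, 0.39 and 0.40, and Stat5a by -0.05 without HP DOX replicate 2.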

We also found a group of HSC-related genes, including *Hoxb4*, *Bmi1* and *Gfi1*, that were expressed at higher levels in the absence of AP-1 activity (Fig. 3D,E, Fig. S3G, with manual validations shown in Fig. S3F). In SM and HE1 cells, blocking AP-1 activity affected vascular genes, whereas at later stages in HE2 and especially HP cells myeloid gene expression was reduced. 

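The named myeloid genes had medians of -0.03 at 5 h (0.713), -0.09 in d1 BC (0.282) and -0.36 in HE1 cells (0.19). The mean and the test pointed up, against the median, for the myeloid genes in d1 BC, and the mean did so at 5 h. The myeloid marker list had medians of 0.33 at 5 h (0.693), 0.12 in d1 BC (0.417) and -0.21 in HE1 cells (0.981), where the mean was 0.08.

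Whether an effect of DOX differed between populations was tested gene by gene with limma interaction terms for d1 BC against SM, SM against HE1, HE1 against HE2 and HE2 against HP. Between 25134 and 26088 genes were tested, and 0 were called in each of the 4 comparisons. An unadjusted p under 0.05 with at least a 2-fold difference was found for 210, 125, 333 and 1128 genes in that order. After quantile normalization 5 genes were called for HE2 against HP. Without d1 BC untreated replicate 1, 1 gene was called for d1 BC against SM, and without HE2 DOX replicate 1, 1 gene for HE1 against HE2. Among the genes the paper names, the lowest p adjusted over the list alone was 0.0667 for Irf8 in d1 BC against SM and 0.127 for Spi1 in HE1 against HE2 (difference -4.51, SE 1.33). The differences between populations of whole lists were not tested. The paper states that blocking AP-1 affected vascular genes in SM and HE1 cells. It states that myeloid gene expression fell later, in HE2 and above all in HP cells.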

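Over the 6 populations, 143897 comparisons of a gene with and without DOX were made. An unadjusted p under 0.05 was reached by 5941 of them, where chance alone gives 7194. The comparison with chance turned when the slide was a fixed block, since 9105 then passed this p and 2-fold together. Of the genes with an unadjusted p under 0.05, SM cells had 662 against 1190 by chance, and HP cells 950 against 1255. In HP cells 1806 passed this p and 2-fold with the slide block. The model was tested on simulated data with 200 genes changed by known amounts among those tested. Noise was drawn independently for each gene and array, with the same spread on all arrays of a gene and no slide or pair effect. The simulated data thus met the assumptions of the model, and the shares recovered are not the power on the real arrays. In the simulation of SM cells 86 genes were called, 81 of them changed genes and 5 not, and 82% of the genes changed 16-fold were recovered. In that of HE2 cells 74 of 78 called genes were changed genes, and in that of HP cells 72 of 74. In each simulation most of the 200 changed genes were not called.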

In summary, despite their widespread expression and promiscuous involvement in multiple signalling processes, the absence of AP-1 during cell differentiation does not deregulate large sets of genes, but influences cell fate decisions by impacting on a limited set of key stage-specific regulator and effector genes.

**Fig. 3.**
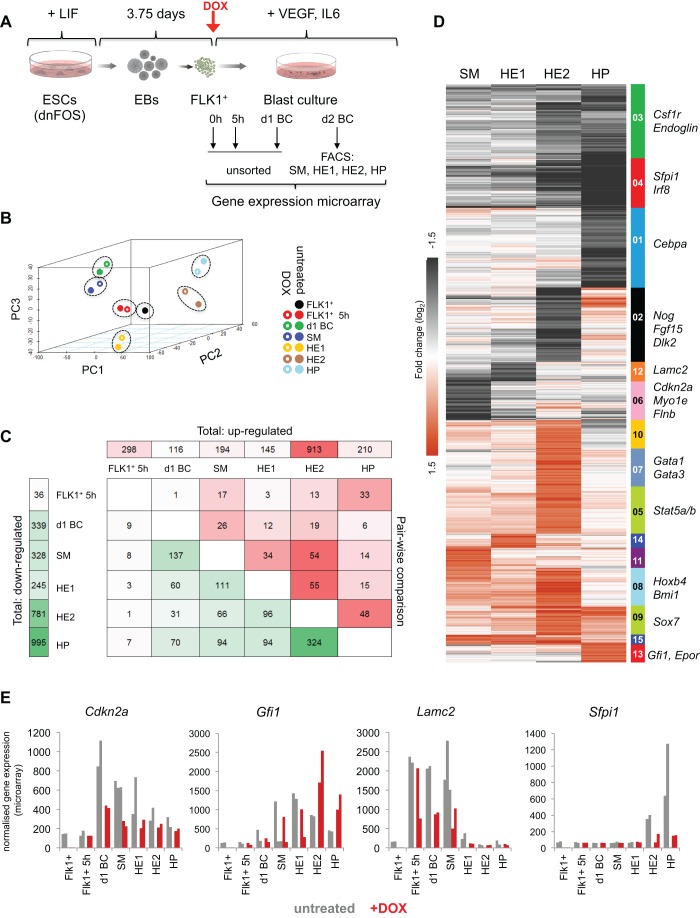
**dnFOS induction causes distinct changes to global gene expression programmes.** (A) Experimental setup: dnFOS ESCs were differentiated for 3.75 days as EBs. FLK1^+^ HB cells were purified and subsequently cultured with and without 1 µg/ml DOX under blast culture conditions for 5 h, 24 h or 48 h. Freshly purified FLK1^+^ cells (=0 h), 5 h and 1 day cultures with and without DOX induction were used directly for RNA extraction, whereas day 2 cultures with and without DOX induction were sorted by FACS into pure populations of SM, HE1, HE2 and HP cells prior to RNA extraction. RNA was used for genome-wide gene expression arrays. Each population was analysed in duplicate. (B) Principle component analysis with three components for all 13 indicated cell types. (C) Pairwise comparison of microarray data from untreated and DOX-treated cells. The numbers of significantly (at least twofold) up- and downregulated genes are shown. The numbers at the top indicate the genes that are upregulated (DOX versus untreated samples) for each time point, the numbers on the left represent genes that are downregulated (DOX versus untreated samples) for each time point. The numbers within the table show how many of the up-/downregulated genes at each time point are also mis-regulated (green, down; red, up) at other time points. (D) SM, HE1, HE2 and HP samples with and without DOX induction were used for k-means clustering by fold change of genes that change expression at least twofold upon dnFOS induction. For the resulting 15 clusters of genes, a heatmap was generated and some genes of interest are indicated next to their respective cluster. (E) Expression values of exemplary genes over the course of differentiation with and without DOX induction based on data from microarrays. Individual replicates for each sample are depicted.

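No gene was called in the same direction in 2 or more populations. Limma left 444 genes that changed at least 2-fold in the same direction in 2 or more populations at an unadjusted p under 0.05. At the adjusted p, the alternatives gave between 0 and 8 such genes, with the most after the normexp correction. At the unadjusted p, 88 genes were lower in both d1 BC and SM cells, where 2.95 were expected from the numbers in each (Fisher's exact test, adjusted p = 1.36e-108 over all pairs and directions). Without d1 BC DOX replicate 1 there were 43. In SM and HE1 cells 71 genes were lower in both (2.11 expected, 2.1e-92), with 43 without SM DOX replicate 2. In SM and HP cells 90 were lower in both, with 7.78 expected (7.15e-69). In HE2 and HP cells 95 were lower in both (15.3 expected, 3.91e-47) and 58 higher in both (14.7 expected, 2.49e-19). Without HE2 untreated replicate 2 the first of these was 41, and without HP untreated replicate 1 the second was 17. Of the genes higher at 5 h, 2 were also higher in HE2 cells, where 70.3 were expected, and 165 were lower in HE2 cells. Genes are not independent of each other, so the p-values describe these arrays. No array is shared between the populations compared. SM, HE1, HE2 and HP cells were all sorted from day 2 cultures (Fig. 3A), and their arrays shared slides. Arrays of d1 BC and SM cells shared a slide too. The overlaps are thus not independent evidence of a shared effect of DOX.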

### AP-1 is required for the transient activation of vascular genes in the hemogenic endothelium

The most common AP-1 complex consists of FOS and JUN proteins. To identify targets for these two factors, we performed ChIP-seq in day 1 blast culture cells, which mostly comprise SM cells with the rest being HE1/2 cells (Fig. 4A, Fig. S4A). As AP-1 proteins only transiently bind to their templates (Biddie et al., 2011), we employed a double-crosslink procedure that greatly enhanced ChIP signals (see Materials and Methods). We found a total of 4889 and 2999 binding events for FOS- and JUN-binding sites, respectively, with the majority of them being at distal regulatory elements at either intronic or intergenic sites (Fig. 4B, Table S3, Fig. S4B). The integration of the two replicate JUN ChIP-experiments shown here and in Fig. 1C revealed that more than 78% of the JUN peaks shown in Fig. 4 overlapped (Fig. S4C). The GO terms associated with genes co-bound by FOS and JUN from both replicates produced an almost identical list of terms and *P* values (Fig. S4D).

**Fig. 4.**
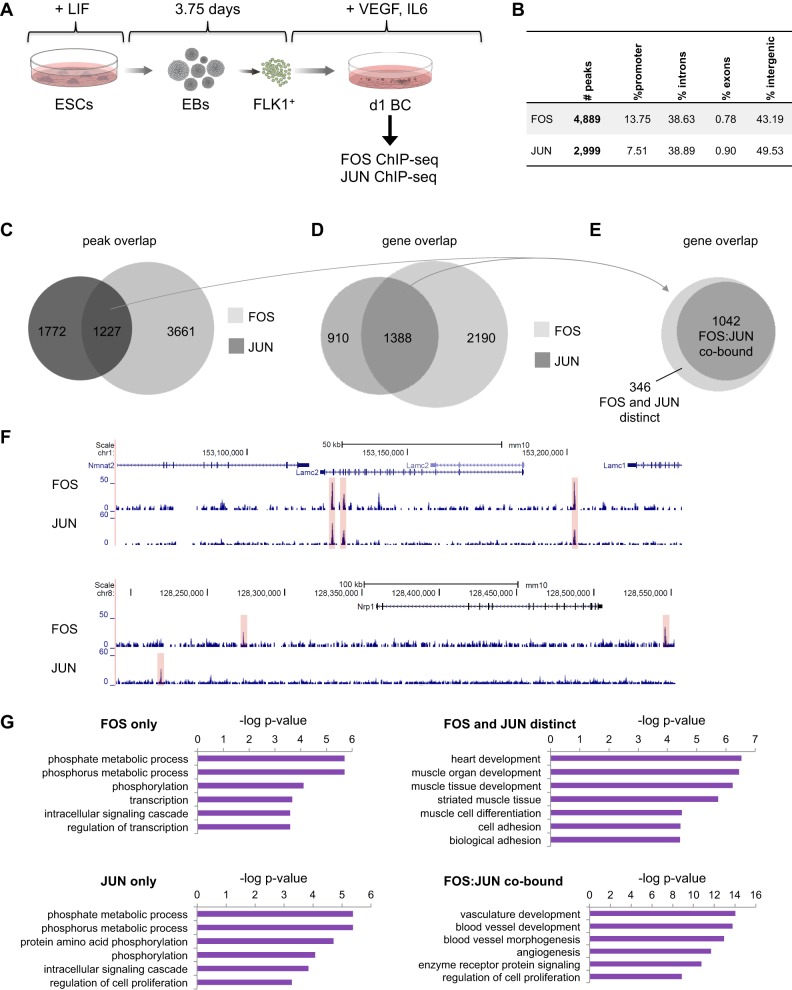
**During hemangioblast commitment, FOS and JUN bind to genes involved in blood vessel development, cell adhesion and cell signalling.** (A) Experimental setup: Bry-GFP WT ESCs (JUN) or dnFOS ESCs (FOS) were differentiated as indicated. FLK1^+^ cells were purified and cultured for 1 day under blast culture conditions in the absence of DOX. Cells of complete cultures were double crosslinked as described in the Materials and Methods, and chromatin was used for FOS and JUN ChIP followed by genome-wide sequencing. (B) Binding and genome localization statistics of FOS and JUN peaks within the mouse genome. (C) Overlap of peaks detected in FOS and JUN ChIP-seq datasets. (D) Overlap of genes associated with FOS and JUN peaks. (E) Overlap of genes associated with intersecting FOS and JUN peaks (C) and genes associated with FOS- and JUN-binding events (D). (F) Representative genome browser screen shots of FOS and JUN ChIP-seq at the *Lamc2* and *Nrp1* loci. (G) Gene ontology analysis of genes bound by FOS only, JUN only, FOS:JUN co-bound and bound by FOS and JUN distinctly. The top GO terms and the corresponding −log *P*-value are shown.

Approximately 40% of JUN peaks overlapped with FOS-binding sites, whereas 25% of FOS peaks overlapped with JUN, suggesting that JUN and FOS interacted with different partners at unique sites. In total, we identified 1227 genomic sites that were co-bound by FOS and JUN (Fig. 4C). Next, we annotated the closest genes to FOS and JUN peaks, intersected both gene populations and identified 910 genes that were bound by JUN only, 2190 bound by FOS only and 1388 genes that were annotated to both FOS and JUN peaks (Fig. 4D, Table S4). To examine whether the different binding configurations of JUN and FOS regulate different sets of genes, we further dissected these 1388 genes into those where FOS and JUN bound at identical sites (FOS:JUN co-bound, 1042 genes) and those where FOS and JUN bound at different sites (FOS and JUN distinct, 346 genes) (Fig. 4E, Table S4). Exemplary genome browser screen shots for these different patterns are shown in Fig. 4F. Gene ontology analysis revealed that FOS alone and JUN alone bound to genes associated with phosphorylation, metabolism and signalling (Fig. 4G). Interestingly, in contrast to these more general GO terms, FOS and JUN bound to heart- and muscle-linked genes; moreover, FOS:JUN dimers highly significantly co-bound vascular genes (Fig. 4G, lower right panel), suggesting a direct regulation of the vascular rather than the hematopoietic cell fate.

We next integrated FOS- and JUN-binding patterns with transcriptional changes ±DOX for day 1 blast culture, i.e. the time point of FOS and JUN ChIP-seq, by performing gene set enrichment analyses (GSEA). We found a high correlation between FOS or JUN binding and downregulated gene expression upon dnFOS induction (Fig. S5A), showing that both factors have largely activating roles. Next, we investigated the general pattern of expression of genes annotated to JUN only, FOS:JUN and FOS only binding events (Fig. S5B, left panel) all of which generally showed lower expression after 1 day of dnFOS induction than in control cells. This effect was strongest for FOS:JUN co-bound genes. Focusing on transcriptional changes of AP-1 target genes occurring during transitions of distinct developmental stages in the absence of DOX, we observed that AP-1 target genes were generally upregulated from FLK1^+^ to SM and from FLK1^+^ to HE1 cells, followed by a downregulation from HE1 to HE2 cells, but did not further change expression during the transition from HE2 to HP cells (Fig. S5B, right panels). Together with the GO analysis (Fig. 4G), this finding suggests that AP-1 is involved in a transient induction of vascular (endothelial and smooth muscle-related) genes in HB-derived cells, which are then downregulated during the EHT.

We next analysed the dynamic activity of all FOS:JUN co-bound genes in more detail by conducting k-means clustering of expression patterns in control FLK1^+^ cells, FLK1^+^ cells after 5 h and 1 day of BC, and in day 2 SM, HE1, HE2 and HP cells (Fig. 5A, Table S5). This analysis revealed seven gene clusters each with similar expression patterns during the differentiation of HB to HP cells. We then compared the averaged expression levels of each of the seven clusters during unperturbed differentiation with averaged expression levels of dnFOS-induced cells (Fig. 5B). Specific differences of expression levels between induced and control cells were apparent only in clusters 5 and 6, which contain 203 genes that are normally highly induced in day 1 blast culture, SM and HE1 cells. 

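The vascular FOS:JUN target genes of the study were followed as a list of 15, with Ctgf, now Ccn2, and all 3 genes of the Tgfb family, since the text gives no number for it. Of the 15, 14 were lower with DOX in d1 BC, 12 of them at least 2-fold, and in 13 both DOX arrays lay below both untreated arrays. In SM cells 14 were lower, 8 at least 2-fold, and 6 had all DOX arrays below all untreated arrays. In HE1 cells 13 were lower, 3 at least 2-fold and 3 with separate arrays. Chance separates the arrays in one direction for 16.7% of genes with 2 arrays against 2, and for 10% in SM cells. Limma called 0 of the 15 in these populations. Among the genes reaching an unadjusted p under 0.05 were, in d1 BC, Col4a1 (0.0177), Col5a1 (0.0168), Bmp1 (0.00143) and Itga11 (0.0293), and in SM cells Pdgfc (0.0177), Tgfb2 (0.00964) and Itga11 (0.0085).

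Col5a1 had a log2 fold change of -2.26 in d1 BC (SE 0.86, adjusted p = 1), Bmp1 of -1.83 (SE 0.49, adjusted p = 1) and Col1a1 of -2.71 (SE 1.38, adjusted p = 1). In SM cells Tgfb2 changed by -1.60 (SE 0.55, adjusted p = 0.996) and Itga11 by -1.88 (SE 0.64, adjusted p = 0.996). Vegfa changed by 0.04 in d1 BC, -0.15 in SM and -0.30 in HE1 cells (SE 0.83, 0.76 and 0.83). Its sign in d1 BC turned under the authors' processed values (-0.32), the normexp correction (-0.31), the mean of all probes (-0.11) and without d1 BC untreated replicate 1 (-0.14) or DOX replicate 1 (-0.04). In SM cells it was 0.53 without DOX replicate 1 and 0.09 without untreated replicate 2. In HE1 cells it was 1.13 without DOX replicate 1 and 0.62 without untreated replicate 2. In HE1 cells, Col1a1, Pdgfc, Tgfb3 and Itga11 changed by 2.54, 0.16, 0.45 and 0.19 without untreated replicate 1, and Col1a1, Col4a1 and Tgfb1 by 1.31, 0.26 and 0.61 without DOX replicate 2. Hbegf and Bmp2 changed by 0.01 and 0.52 there without DOX replicate 1, and Bmp2 by 0.07 without untreated replicate 2. In SM cells Hbegf was 0.22 without DOX replicate 1 and Tgfb1 0.17 without DOX replicate 2. Col5a1 and Tgfb2 were higher in HE1 cells, by 0.41 and 0.06, and turned to -0.16 and -0.42 without DOX replicate 2. Without untreated replicate 2 Tgfb2 was at -0.44. The change of Tgfb2 there was also below 0 under quantile normalization (-0.20), the authors' processed values (-0.30) and the normexp correction (-0.31).

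The list was lower with camera in d1 BC (median -1.22, adjusted p = 1.86e-17), SM (-1.0, 1.34e-07) and HE1 cells (-0.58, 3.67e-05), and also at 5 h (-0.60, 0.00351) and in HP cells (-0.38, 0.00135). In HE2 cells its median was -0.04 (0.566). Without HE1 untreated replicate 1 the adjusted p in HE1 cells was 0.163, and without HP untreated replicate 2 it was 0.818 in HP cells, where the median turned to 0.45. The HP median was also 0.12 without HP DOX replicate 1, -1.32 without untreated replicate 1 and -1.01 without DOX replicate 2. That at 5 h was -0.39 without untreated replicate 1 and -0.34 without DOX replicate 1, and that in SM cells -0.65 without DOX replicate 1. In HE2 cells it was 0.30 without untreated replicate 2 and 0.18 without DOX replicate 1. Over the alternatives with camera at its preset correlation, the adjusted p in HE1 and HP cells ranged from 3.69e-07 to 0.163 and from 6.12e-09 to 0.818. The study chose these genes on the same arrays, so the test is not independent evidence. With fry no adjusted p was under 0.05, the lowest being 0.0995 in d1 BC. With an estimated correlation the fall in d1 BC held (0.00599), and those in SM (0.076), HE1 (0.194) and HP cells (0.261) did not.

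**Figure D2:**
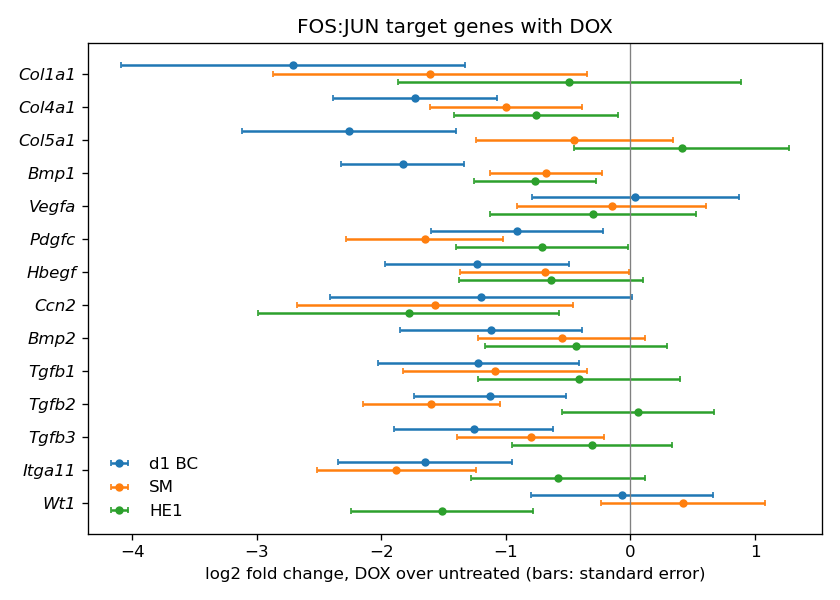
Log2 fold change with DOX of 14 FOS:JUN target genes in d1 BC (blue), SM (orange) and HE1 cells (green), with bars of 1 standard error from limma. In d1 BC the values run from -2.71 to 0.04.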

Sixty-eight of these genes were expressed at significantly lower levels when AP-1 was blocked (Table S6), among them we identified collagens (*Col1a1*, *Col4a1*, *Col5a1*) and *Bmp1* (the metalloprotease that supports collagen maturation by cleaving procollagens), vascular growth factors (*Vegfa*, *Pdgfc*, *Hbegf*, *Ctgf*), signalling ligands (*Bmp2*, *Tgfb*), genes encoding integrin ITGA11 and laminin LAMC2, and the transcription factor WT1, which was recently shown to be involved in angiogenesis (Duim et al., 2015; Katuri et al., 2014). These findings strongly suggest that during HB cell differentiation, AP-1 and in particular the FOS:JUN complex, activates a specific set of genes in SM and HE1 cells that are closely linked to and important for blood vessel formation. 

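In untreated cells, the median of the 15 FOS:JUN target genes rose from FLK1+ cells by 1.81 on the log2 scale after 5 h (camera adjusted p = 1.86e-06), by 2.65 in d1 BC (1.81e-09) and by 2.39 in SM cells (9.49e-07). Every array of the later stage lay above every FLK1+ array for 12, 14 and 13 of the 15 genes. With fry the adjusted p was 0.00217, 0.000198 and 0.000151 in this order, and with an estimated correlation 0.0633, 0.032 and 0.0613. The study took these genes from clusters that were high on these same untreated arrays in d1 BC, SM and HE1 cells. The rises, and the fall to HE2 cells, are thus not independent evidence. From FLK1+ to HE1 cells the median rose by 1.05 and was not past the threshold (0.0982). It was past it after the normexp correction (0.0418), with the authors' processed values (0.0471), with the slide block (0.00996) and without HE1 untreated replicate 2 (0.0254), and the adjusted p ranged up to 0.38.

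From HE1 to HE2 cells 14 of 15 genes were lower, 12 of them at least 2-fold and 11 with every HE2 array below every HE1 array. The median change was -1.95 (camera adjusted p = 1.81e-09, fry 0.000792, estimated correlation 0.032). From HE2 to HP cells the median was 0.23 over 14 genes and not past the threshold (0.696), with 6 genes lower and 8 higher. Without HP untreated replicate 1 the adjusted p of a rise was 0.0188, and without HE2 untreated replicate 1 the direction reversed (0.724), as it did without HP untreated replicate 2 (0.0529). Over the alternatives it ranged from 0.0188 to 0.993. Between HE1 and HP cells 14 of 15 genes were lower, with a median of -2.02.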

In the subsequent transition of HE1 cells to HE2 cells, i.e. cells that are fully committed to blood, these genes are downregulated and remain low in HP cells.

**Fig. 5.**
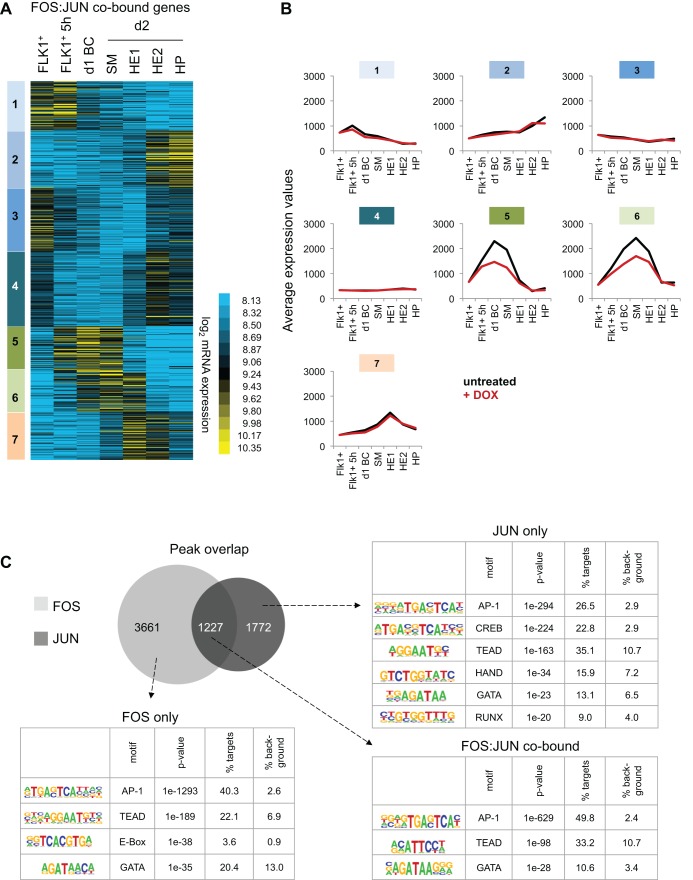
**AP-1 binding is required in SM and HE1 for the transient activation of genes, and is enriched at AP-1 and TEAD motifs.** (A) K-means clustering of log_2_ expression levels of genes associated with FOS:JUN co-bound sites. Each of the clusters (1-7) represents a specific pattern of gene expression levels. (B) Average mRNA microarray expression values of genes from clusters 1-7 as defined in B, without (black) and with (red) DOX for the different cell types of the differentiation. (C) Enriched transcription factor binding motifs in FOS-only, FOS:JUN and JUN-only peaks using HOMER *de novo* motif discovery analysis.

### AP-1 is required for *de novo* binding of the Hippo-signalling regulator TEAD4 at specific binding sites

The developmental stage-specific response to AP-1 inhibition indicated that these factors interact with cell type-specific sets of cis-regulatory elements. In order to identify additional TFs binding to these elements, we performed a *de novo* motif discovery analysis of FOS only, JUN only and FOS:JUN co-bound genomic sequences. For each of the three groups, the AP-1 consensus sequence was retrieved as top hit as expected (Fig. 5C, Fig. S5C). The CREB motif was also highly enriched and specific to JUN only peaks, reflecting the ability of JUN, but generally not FOS, to dimerize with ATF proteins (Fig. 5C, Fig. S5C) (Hai and Curran, 1991; Karin et al., 1997; van Dam and Castellazzi, 2001). A striking result from our motif analysis was the co-association of TEAD motifs within all FOS and JUN peaks (Fig. 5C). Moreover, in a motif co-occurrence clustering analysis computing enrichment against background colocalization frequencies, we found a close colocalization of AP-1 and TEAD motifs in FOS- and JUN-binding sites (Fig. S5D). The TEAD family of transcription factors contains four members, TEAD1-TEAD4, all of which share the same consensus sequence and are the downstream effectors of Hippo signalling (Meng et al., 2016). In the absence of Hippo signalling TEAD factors bind to DNA, but can activate gene expression only together with co-activators such as YAP, VGLL or p160 (Pobbati and Hong, 2013). Active Hippo signalling leads to phosphorylation of LATS1/2 by MST1/2, and to subsequent phosphorylation of YAP. Consequently, phospho-YAP is restricted to the cytoplasm and fails to activate TEAD-bound genes.

Recent reports described the genomic colocalization of AP-1 and TEAD proteins in cancer cell lines (Diepenbruck et al., 2014; Liu et al., 2016; Verfaillie et al., 2015; Zanconato et al., 2015); however, how these two factors cooperate at specific genes was not studied. Thus, we investigated TEAD4 occupancy upon blocking AP-1 DNA binding by performing ChIP-seq in day 1 blast culture cells±dnFOS (Fig. S1E, Fig. 6A). For untreated cells, we obtained a total of 21,422 TEAD4 peaks, while the number of peaks for DOX-treated cells was almost halved (11,721 peaks, Fig. 6B and Fig. S6A). The decrease in peak numbers did not affect the overall genomic distribution: most of TEAD4 binding was still detected in distal intergenic or intronic elements (Fig. S6A). *De novo* motif discovery analysis showed that, with or without AP-1 inhibition, the TEAD motif was the top hit (Fig. 6C). However, AP-1 motifs in the DOX-treated sample were undetectable, indicating that, upon dnFOS expression, TEAD4 was no longer binding to sites containing AP-1 motifs (Fig. 6C, right panel). To substantiate this finding, we compared all TEAD4 peaks derived from treated and untreated cells, and ranked them according to the fold change of ChIP-seq signal intensity (Fig. 6D), which revealed three classes of TEAD4-binding sites (Table S7): class 1, comprising peaks that were specific to untreated cells and lost upon AP-1 inhibition (6787 sites, 30.6%); class 2, representing a shared class of TEAD4 binding that was not affected by dnFOS induction (14,404 sites, 65.1%); and class 3, containing a relatively small number of TEAD4 peaks that were gained (950 sites, 4.3%). The TEAD motif was found throughout all three classes, whereas the AP-1 motif was specific to class 1 peaks (Fig. 6D shows the motif heatmap and average profiles). When annotating the closest genes and analysing their expression fold change±DOX in day 1 blast culture, we found significantly lower expression only in class 1 genes, showing that the interaction between TEAD4 and AP-1 is required for high-level expression (Fig. 6D, right panel and box plot).

**Fig. 6.**
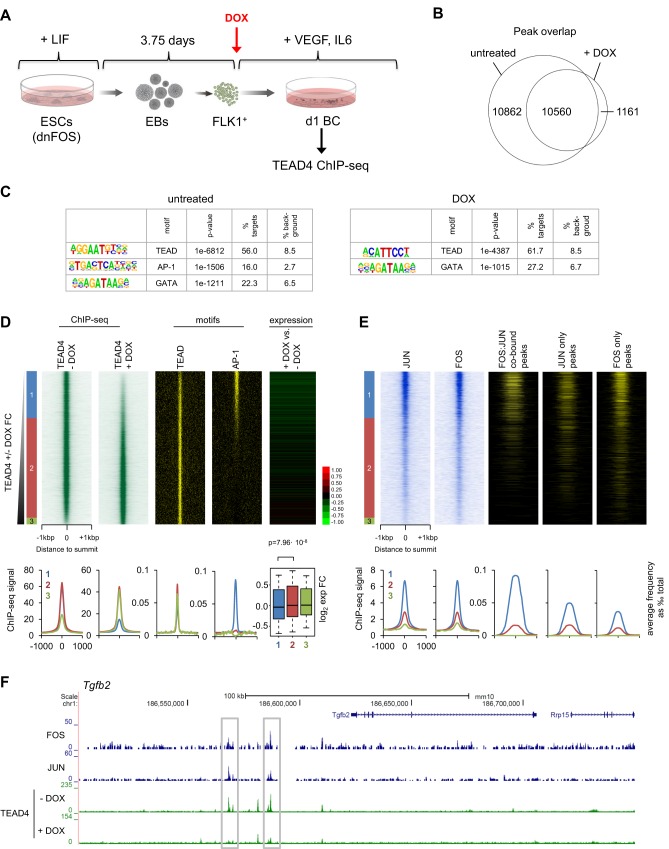
**AP-1 is required for *de novo* TEAD4 binding during differentiation of HB to HE.** (A) Experimental setup: dnFOS ESCs were differentiated into EBs FLK1^+^ cells and purified and cultured for 24 h under blast culture conditions with and without 1 µg/ml DOX. Cells of complete cultures were double crosslinked and chromatin was used for TEAD4 ChIP followed by genome-wide sequencing. (B) Overlap of TEAD4 ChIP-seq peaks in DOX- treated and untreated day 1 BC cells. (C) Enriched transcription factor-binding motifs within TEAD4 ChIP-seq peaks from DOX-treated and untreated samples using HOMER *de novo* motif discovery analysis. (D) TEAD4 ChIP-seq signal from DOX-treated and untreated cells (left), TEAD and AP1 motif presence (middle) and day 1 BC DOX/untreated gene expression fold change (right) ordered by increasing DOX/untreated TEAD4 ChIP-seq signal. Classes of peaks are indicated on the left and defined using cut-offs of ±1 log_2_ fold change, with class-specific average profiles as well as a boxplot showing gene expression fold change at the bottom. (E) JUN and FOS signals (left) and the presence of FOS:JUN intersecting peaks, and JUN- and FOS-only peaks (right) ordered as in D. Bottom: average profiles for peak presence for classes defined in (D). (F) Representative genome browser screenshot of the *Lamc2* locus showing TEAD4 loss at AP-1 binding sites following dnFOS induction.

To investigate how TEAD4 binding was associated with JUN/FOS binding, we compared the ChIP-seq signals for FOS and JUN, as well as the previously identified FOS:JUN co-bound, JUN-only and FOS-only peaks using the same ranking of TEAD4 peaks (Fig. 6E). The majority of FOS- and JUN-binding events was contained in class 1 peaks, particularly FOS:JUN co-bound sites overlapped strongly with TEAD4 sites that were lost upon AP-1 inhibition. Intersecting the 203 FOS:JUN co-bound genes from cluster 5 and 6 (Fig. 5B) with class 1 TEAD4-bound genes, revealed that 175 of them, i.e. 86%, showed loss of TEAD4 binding upon dnFOS expression. Exemplary genome browser screen shots of some of these gene loci are shown in Fig. 6F and Fig. S6B. We further narrowed this gene population down to a total of 64 genes sharing the following features: transiently expressed during HB differentiation, co-bound by FOS:JUN, AP-1 dependently bound by TEAD4 and expressed at significantly lower levels upon dnFOS induction (Table S6). A high proportion of FOS and JUN peaks overlapped with TEAD4 binding without DOX (Fig. S6C). We found that the average TEAD4 ChIP-seq signal centred on such FOS or JUN peaks was reduced by more than twofold (Fig. S6D) upon AP-1 inhibition, again suggesting that a defined class of TEAD4-binding sites was AP-1 dependent.

In order to understand the dynamics of TEAD4 binding in development, we analysed TEAD4 ChIP-seq data in FLK1^+^ HB cells that we had published recently (Goode et al., 2016) and in addition generated a TEAD4 ChIP-seq dataset for purified HE1 cells (KIT^+^Tie2^+^CD41^−^), 75% of which overlapped with that of day 1 BC (Fig. S6A,E,G,H). In freshly purified FLK1^+^ HB cells, TEAD4 binding was already established at class 2 sites, but not at class 1 sites (Fig. S6E,G), which were specific for the HE stage. In summary, these analyses reveal that during the differentiation of HB cells into the HE cells, TEAD4 *de novo* binding occurs at cis-regulatory elements associated with a subset of vascular genes and that this binding is dependent on AP-1, suggesting a recruiting role for AP-1.

### AP-1- and TEAD-bound regions colocalize with occupied binding motifs for multiple inducible transcription factors in open chromatin of hemogenic endothelium cells but not thereafter

We have recently shown that the interaction between YAP and TEAD factors is required for the differentiation of hematopoietic cells from FLK1^+^ cells purified from ESCs and mouse embryos but not in HP cells. This was accompanied by an activation of Hippo signalling, leading to the absence of TEAD and YAP in the nucleus of HP cells (Goode et al., 2016). The analysis presented here shows that on average all genes bound by TEAD4 showed similar expression patterns during HB differentiation: a strong induction from FLK1^+^ to SM and from FLK1^+^ to HE1 cells (Fig. S6F). GO analysis showed that all three classes of TEAD4 sites were associated with genes involved in cell adhesion and vasculogenesis (Fig. S6I). However, all of these genes were strongly downregulated from HE1 to HE2 cells, and expression did not change in HP cells, suggesting that AP-1 cooperates with TEAD prior to, but not after, the EHT. We tested this idea by performing deep DNaseI sequencing in FACS-purified HE1 (KIT^+^TIE2^+^CD41^−^) and HP (KIT^+^TIE2^−^CD41^+^) cells. We obtained 68,691 DNaseI hypersensitive sites (DHSs) for HE1 cells and 63,712 DHSs for HP cells [44,216 of them were shared between the two samples (Fig. S7A,B)]. *De novo* motif discovery analysis revealed that ETS, GATA, AP-1, TEAD and SOX motifs were enriched in HE1 open chromatin regions, whereas motifs for the hematopoietic transcription factors RUNX, ETS, CEBP and MEIS, and also AP-1 motifs, were found in HP-specific DHSs (Fig. 7A,B). Upon ranking of the fold change of the union of HE1 and HP DHSs, we identified specific patterns of motif distribution: TEAD, SOX and GATA motifs were distinct from HE1-specific DHSs, whereas RUNX and CEBP motifs were characteristic of HP-unique DHSs (Fig. 7C, Fig. S7C). The AP-1 motif was found in both HE1-specific and HP-specific DHSs, but not at shared sites, again highlighting the different function of these binding sites in endothelial and hematopoietic cells. When plotting FOS and JUN ChIP-seq signal of day 1 blast culture cells using the same ranking, the highest signal was obtained in HE1-specific DHSs (Fig. S7C), concordant with binding of AP-1 in HE1 cells. We then annotated these binding sites to the promoters of the closest genes, calculated fold changes in expression for developmental transitions and plotted the resulting heatmaps in the same ranking (Fig. 7C, right panel). Generally, genes annotated to HE1-specific DHSs were upregulated from FLK1^+^ to HE1 and downregulated from HE1 to HE2, whereas their expression did not change from HE2 to HP. By contrast, genes annotated to HP-specific sites showed a gradual upregulation throughout all transitions from HB to HP. Furthermore, HP-specific sites were associated with AP-1, RUNX and CEBP motifs, as seen with FOS binding in mast cells (Calero-Nieto et al., 2014) and with reduced transcription in HP cells upon dnFOS induction (Fig. 7C, Fig. S7C). These observations support our hypothesis of AP-1 playing a role during the differentiation of HP cells to myelomonocytic cells. However, TEAD appears to be involved only in a HE1-specific context.

**Fig. 7.**
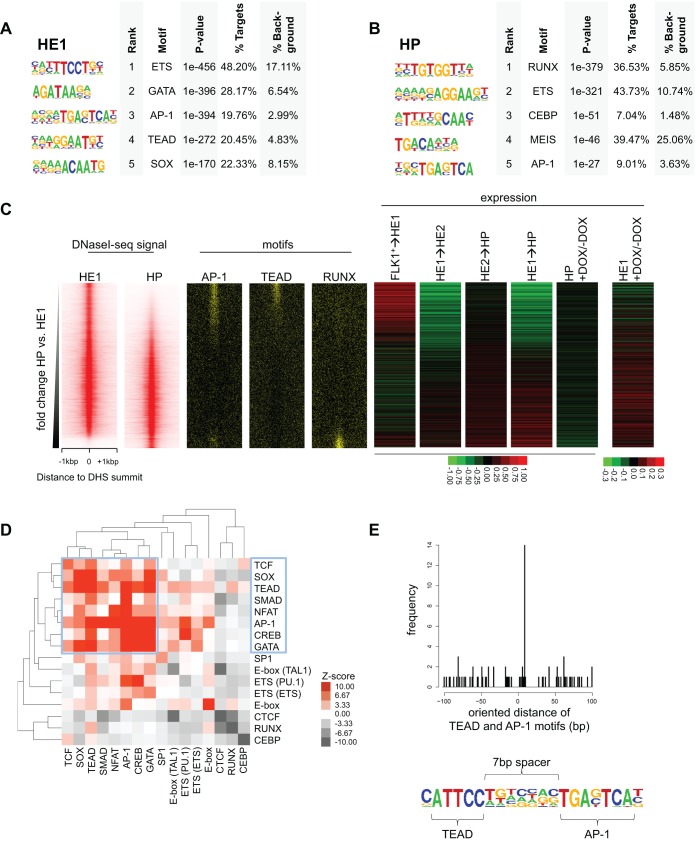
**AP-1 and TEAD footprints occur together in HE1 DHS peaks and are strongly reduced in HP hypersensitive sites.** (A) Transcription factor-binding motifs enriched in HE1-specific DHSs employing HOMER *de novo* motif discovery. (B) As in A, examining HP-specific DHSs. (C) Heatmaps depicting HE1 and HP DNaseI-seq signal (left), motif (middle) and gene expression fold change (right) sorted based on increasing HP/HE1 fold change. (D) Co-occurrence clustering of factor binding motifs specifically occupied (footprinted) in HE1 demonstrating the co-occurrence of motifs for signalling-responsive transcription factors. Z-scores represent enrichment over 1000 equally sized, random sub-samplings in HP DHSs. (E) AP-1 and TEAD motifs are arranged in a specific conformation. Distribution of AP-1 motif start distances to TEAD motif starts, aligned by TEAD motif orientation (top). Bottom: composite TEAD-AP1 motif with 7 bp spacer.

To examine the interaction between TEAD4 and AP-1 at base-pair resolution, we performed digital footprinting analysis on our DNaseI-seq data using the Wellington algorithm (Piper et al., 2013), and identified 70,522 and 53,964 regions in HE1 and HP cells that were protected from DNaseI digestion, respectively (Fig. S7D). Interestingly, the overlap between those was found to be not significant (*P*=1), denoting a markedly different repertoire of occupied TF-binding sites between the two stages. Both AP-1 and TEAD motif-containing footprints were enriched in HE1 cells, and occupancy of these motifs in HE1 cells was strongly reduced in HP cells (Fig. S7E-H). Moreover, when centred on FOS and JUN ChIP-seq peaks of day 1 blast culture, AP-1 motifs were preferentially occupied in HE1 cells rather than HP cells (Fig. S7I), and were associated with class 1 genomic sites (see Fig. 6D, AP-1-dependent TEAD4 sites) for HE1 but not for HP (Fig. S7J). This assay also allowed us to investigate the co-occupancy of other transcription factor binding motifs with AP-1 and TEAD by clustering HE1-footprinted motifs using bootstrapping analysis, which determines the significance of co-clustering motifs within 50 bp of DNA. We found a significant co-occurrence of occupied AP-1 and TEAD motifs together with occupied motifs for other signalling-inducible transcription factors such as SMAD, NFAT, CREB and TCF, together with motifs for tissue-specific factors such as SOX and GATA (Fig. 7D). Our results are supported by previous reports describing a co-association of GATA and AP-1 in mature vascular cells (Linnemann et al., 2011). By contrast, in HP cells, occupied motifs for the hematopoietic transcription factors ETS, E-Box (TAL1), RUNX- and CEBP predominantly clustered together (Fig. S7K). Importantly, at co-occurring AP-1 and TEAD footprinted motifs in HE1 cells, we found a bias towards a defined oriented distance between both motifs with a 7 bp spacing (Fig. 7E, Fig. S7L). This composite motif likely indicates direct interaction between AP-1 and TEAD, as was identified from other composite motifs previously (Chen et al., 1998; Cockerill et al., 1995; Hollenhorst et al., 2009). In conclusion, these analyses show that AP-1 and TEAD co-occupy a subset of genomic sites that are accessible in HE1 cells but inaccessible in HP cells. Genes associated to these elements are transiently activated from HB to HE1 commitment but downregulated in HE2 and HP cells.

In summary, we propose a model in which AP-1 (FOS:JUN) promotes the differentiation of vascular smooth muscle cells and also binds to vascular genes in the hemogenic endothelium (Fig. S8). During the transition from HB to HE1 cells, AP-1 is needed for the transient induction of such genes, which are subsequently downregulated when cells further differentiate to blood-committed cells. A substantial proportion of these genomic sites is co-occupied by the Hippo signalling-related TF TEAD4 and we show that AP-1 is required for its *de novo* binding to these elements. Although AP-1 is also important later for the maturation of HP cells, it no longer co-localizes with TEAD4 at this developmental stage. Altogether, our study highlights the versatility of the ESC differentiation system to dissect the molecular mechanism of specific knockout phenotypes that would otherwise not be amenable to biochemical studies.

## DISCUSSION

### Inhibition of AP-1 activity shifts the balance between vascular and hematopoietic cell fates

By identifying and studying the function of genomic regions bound by signalling-responsive TFs we can obtain a first mechanistic insight into how such processes are coordinated and which signalling processes are involved. Here, we have used such a bottom-up approach to study the function of the AP-1 transcription factor family in hematopoietic specification. Our results uncover a role for AP-1 in the establishment of the smooth muscle and vascular program from hemangioblast cells, identify the genes involved in this process and pinpoint the developmental stage at which this occurs. Lineage-tracing experiments demonstrated that SM cells and HE cells develop independently of each other from HB cells (Stefanska et al., 2014). We hypothesize that the impaired induction of the vascular gene expression program in the hemogenic endothelium after AP-1 inhibition leads to an imbalanced cell fate decision towards blood-committed cells and consequently to more HP cells. This is consistent with a previous report, stating that repression of arterial/vascular genes in HE is sufficient for hematopoietic fate acquisition (Lizama et al., 2015). *Runx1* expression is not affected by dnFOS expression (Table S1) and thus hematopoietic progenitor cells undergo the EHT and upregulate the RUNX1-dependent CD41 marker (Lie-A-Ling et al., 2014). 

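Runx1 had log2 fold changes with DOX of 0.01 at 5 h, -1.03 in d1 BC, -0.47 in SM, 0.73 in HE1, -0.03 in HE2 and 0.17 in HP cells (SE 0.60 in SM and 0.66 elsewhere). Limma called it in none of the 6 populations (adjusted p = 1, 1, 0.996, 1, 0.986 and 0.997 in that order), and the unadjusted p was at least 0.138. In d1 BC both DOX arrays lay below both untreated arrays, with a mean of 0.69 ± 0.58 (SD, n = 2) against 1.72 ± 0.40 (SD, n = 2), and its probes gave changes from -1.28 to -1.03. Single arrays turned the sign in SM (0.54 without DOX replicate 1), HE1 (-0.29 without DOX replicate 2), HE2 (0.46 without untreated replicate 1 and 0.32 without DOX replicate 1) and HP cells (-0.17 without untreated replicate 1). At 5 h it was -0.08 without untreated replicate 2 and -0.02 without DOX replicate 1. The mean of all probes gave -0.24 at 5 h, 0.23 in HE2 and -0.20 in HP cells, the slide block -0.15 at 5 h, and in HP cells the authors' processed values gave -0.03 and the normexp correction -0.01.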

In the presence of DOX, the cells cannot mature to CD45^+^ and CD11b^+^ cells, indicating that further differentiation is blocked. However, in the absence of dnFOS they resume their normal differentiation behaviour and form different types of colonies, indicating that this block is reversible.

In addition to changes in the differentiation pattern, we observed enhanced proliferation throughout ESC differentiation in the presence of dnFOS. *Cdkn2a* and *Cdkn2b*, which encode the negative cell cycle regulators p16INK4a and p15INK4B, respectively, were bound by AP-1 and expressed at lower levels after AP-1 inhibition. Both *Cdkn2a* and *Cdkn2b* are expressed at very high levels in day 1 BC and SM cells under normal conditions (Fig. 3); a lower expression of these genes upon AP-1 inhibition would preferentially enhance the proliferation of SM cells compared with HE or HP cells. However, we found that the relative proportion of HE2 cells and not SM cells was increased. Furthermore, after only 1 day of blast culture, when cell numbers ±DOX were identical, we already observed reduced proportions of SM cells. In addition, our gene expression analyses using purified cells show clearly that the shift in balance between vascular and hemogenic fate is based on true alterations in gene expression and not just a change in proliferation.

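Cdkn2a had log2 fold changes with DOX of -1.34 in d1 BC (SE 0.59, adjusted p = 1), -2.10 in SM (SE 0.54, adjusted p = 0.575) and -1.55 in HE1 cells (SE 0.59, adjusted p = 1). Cdkn2b changed by -1.39 in d1 BC (SE 1.19, adjusted p = 1), -2.07 in SM (SE 1.09, adjusted p = 0.996) and -2.28 in HE1 cells (SE 1.19, adjusted p = 1). In HE1 cells Cdkn2b was above background on 1 of 2 DOX arrays. For both genes every DOX array lay below every untreated array in the 3 populations. Adjusted over the list alone of genes named in the paper, Cdkn2a passed the threshold in SM cells (0.0422), together with Axl. The study chose this list on these arrays. A list of proliferation genes rose in SM cells, with all 18 genes higher and a median of 0.71 (camera adjusted p = 1.12e-05). Without SM DOX replicate 2 the median was 0.10 (0.0288), and without SM DOX replicate 1 it was 1.32 (0.000912). It also rose in HE1 (0.55, 0.00179) and HE2 cells (0.70, 0.0189), and its medians were -0.12 at 5 h (0.429), 0.38 in d1 BC (0.135) and 0.25 in HP cells (0.971). None of these rises held with fry (0.466 in SM cells) or an estimated correlation (0.348).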

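In untreated cells the log2 signal of Cdkn2a was -0.98 in FLK1+ cells, -0.64 at 5 h, 3.41 ± 0.43 (SD, n = 2) in d1 BC and 3.08 ± 0.50 (SD, n = 3) in SM cells, and 2.63 ± 0.66 in HE1, 1.68 in HE2 and 1.13 in HP cells. The HE1 value differed from the SM value by less than the spread between arrays. Cdkn2b was at -2.59 in FLK1+ cells, -1.45 at 5 h, 2.81 ± 0.11 (SD, n = 2) in d1 BC, 1.73 ± 1.25 (SD, n = 3) in SM and -1.39 ± 0.18 in HE1 cells. It was above background on 1 of 2 arrays in HE2 and in HP cells. All values are relative to the 75th percentile of the array.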

Among the genes that require AP-1 for their induction, we identified TFs, ligands, membrane receptors, cytoskeleton and extracellular matrix proteins (Table S6). However, our data also show that AP-1 is not a cell fate-deciding factor, but plays a role in modulating cell fate decisions, most likely in concert with true master regulators such as RUNX1. We suggest that signalling-responsive TFs boost the expression of genes that actually define a cell, such as metabolic genes, extracellular matrix and focal adhesion genes, and other effector genes. One of these genes encodes the tyrosine kinase AXL (O'Bryan et al., 1991). 

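Axl had log2 fold changes with DOX of -2.32 in d1 BC (SE 0.72, adjusted p = 1), -2.28 in SM (SE 0.66, adjusted p = 0.77), -1.71 in HE1 (SE 0.72, adjusted p = 1), -1.78 in HE2 (SE 0.72, adjusted p = 0.493) and -1.60 in HP cells (SE 0.72, adjusted p = 0.997). At 5 h it was -0.69. Over the alternatives the change lay between -3.05 and -1.59 in d1 BC, -3.19 and -1.37 in SM, and -2.62 and -0.80 in HE1 cells. It lay between -2.20 and -0.66 in HE2 and between -2.32 and -0.88 in HP cells. In all 6 populations every DOX array lay below every untreated array. Adjusted over the list alone of genes named in the paper, which the study chose on these arrays, Axl passed the threshold in SM cells (0.0492). Its log2 signal in untreated cells was -1.51 in FLK1+ cells, 2.07 at 5 h, 3.12 in d1 BC, 2.95 in SM, 0.35 in HE1, -1.74 in HE2 and -1.38 in HP cells. Gas6, which encodes the ligand of AXL, changed by 0.33 in SM cells (SE 0.73), and this turned to -0.13 under quantile normalization, -0.06 with the authors' processed values, -0.10 after the normexp correction and -0.42 without SM DOX replicate 2. The 7 genes named in the discussion had medians of -0.13 at 5 h (camera adjusted p = 0.281), -1.03 in d1 BC (9.79e-05), -0.47 in SM (0.0147), -1.51 in HE1 (0.00478), -0.39 in HE2 (0.488) and -0.25 in HP cells (0.138). None of these held with fry.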

AXL has been shown to be involved in vasculogenesis, both together with its ligand GAS6 and also ligand independently through VEGFA-VEGFR2 crosstalk and subsequent PI3K activation (Melaragno et al., 1999; Ruan and Kazlauskas, 2012). Thus, reduced *Axl* expression leads to a compromised response to VEGFA and in return to attenuated endothelial function. 

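In d1 BC, Wt1 changed with DOX by -0.07 (SE 0.73, adjusted p = 1), and its sign turned without DOX replicate 2 (0.22) or untreated replicate 2 (0.03) and with the authors' processed values (0.01). Its change in HE1 cells differed from that in SM cells by -1.94 (SE 0.98), which was not called by the limma interaction test (0.961 adjusted over the list alone). The log2 signal of Wt1 in untreated cells was -2.41 in FLK1+ cells, 1.23 at 5 h, 1.57 ± 0.14 in d1 BC, 1.00 ± 0.30 in SM, -0.02 ± 0.08 in HE1, -2.38 in HE2 and -3.23 in HP cells (SD, n = 2, and n = 3 for SM).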

Another gene we have identified as being AP-1 dependent encodes the transcription factor Wilms' tumour 1 (WT1) (Call et al., 1990; Gessler et al., 1990). This zinc-finger protein is known to be essential for blood vessel formation, particularly for coronary vessels (Duim et al., 2015; Katuri et al., 2014).

### TEAD requires AP-1 to activate vascular genes in the hemogenic endothelium

We have previously shown that the interaction between TEAD and YAP is absolutely required for hematopoietic specification (Goode et al., 2016). An important finding of our study is therefore that AP-1-dependent transiently expressed vascular genes in the HE are bound by both AP-1 and TEAD4. During HB differentiation (day 1 BC) and in HE1 cells, TEAD4 requires AP-1 to be recruited to joint binding sites, indicating a crosstalk between AP-1 (MAPK and others) and Hippo signalling pathways. In HB cells, these regulatory elements are not yet bound by TEAD4, although TEAD4 binding is present at other genomic sites at this developmental stage. We were unable to ChIP JUN in FLK1^+^ cells (data not shown) as *Fos* is expressed at only low levels, but is then upregulated in the blast culture (Fig. S1F), suggesting that, in differentiating HB cells, AP-1 becomes active, recruits TEAD4 and activates gene expression. In HE2 cells, when a hematopoietic fate is acquired in response to the upregulation of *Runx1*, these genes are then repressed. Expression remains low in HP cells and AP-1 and TEAD footprints are no longer detectable. In a recent report, an early hemogenic precursor cell type in mammalian placentas was identified and its transcriptome was studied (Pereira et al., 2016); it was found that the genes specific for hemogenic precursors are linked to AP-1-, TEAD-, TCF- and GATA motifs, supporting the findings of our digital footprinting experiments, which provides direct evidence that these sites are occupied.

### AP-1- and TEAD4-binding cis-regulatory elements form signalling hubs in the hemogenic endothelium

Only recently have insights been gained into the role of signalling pathways involved in embryonic blood specification. For example, pro-inflammatory cytokines including TNFα and IFNγ were reported to promote HSC emergence by acting either upstream or downstream of Notch (Espín-Palazón et al., 2014; He et al., 2015; Li et al., 2014; Sawamiphak et al., 2014). WNT signalling via β-catenin is essential for the generation of the hemogenic endothelium (Ruiz-Herguido et al., 2012). Catecholamines from the sympathetic nervous system are important components of the developing HSC microenvironment (Fitch et al., 2012) and BMP4 signalling leads to a SMAD1/5-mediated repression of *Erk* transcription in HE cells, implying a role for mitogen-activated protein kinase (MAPK) signalling in these cells (Zhang et al., 2014). The specification of HSCs from the hemogenic endothelium is a tightly regulated biological process that is controlled by dynamic changes of signalling and TF activity. The HE is a heterogeneous tissue in which only a fraction of cells commits to blood while others remain part of the endothelial layer and may be important for providing signals to the microenvironment to support the EHT (Thambyrajah et al., 2016). Our digital footprinting analyses suggest that HE-specific occupied binding sites form signalling hubs that bind TFs responding to different signalling pathways, all of which impact on hematopoietic specification (Kim et al., 2014) and which are becoming decommissioned after the EHT. We propose a model in which various stimuli regulate the expression of the same set of genes but via different factors: WNT signalling via TCFs, Hippo signalling through TEADs, TGFβ and BMP signalling through SMADs, calcium signalling through NFAT and MAPK/cyclic AMP signalling through AP-1, ATFs and CREB. It remains unknown, however, whether all of these signals are active simultaneously in one cell or if subpopulations of HE cells respond to individual signals at a given time point.

In conclusion, our bottom-up strategy identifies subtle and varied roles for AP-1 transcription factor family members during embryonic blood development. Future work will determine how different signalling pathways regulate the transcriptional activity of genes associated with signalling hubs.

## MATERIALS AND METHODS

### Construction of p2lox-dnFOS plasmid, ESC transfection, culture and differentiation

The Flag-tagged dominant-negative FOS (dnFOS) construct was PCR amplified from CMV plasmid [CMV500-8584hep-fosLZ(MO)], A-FOS [kindly provided by Charles Vinson, National Cancer Institute, Bethesda, USA (Olive et al., 1997)], and *Hin*dIII and *Not*I sites were introduced. The GFP of the p2lox plasmid [kindly provided by Michael Kyba, Lillehei Heart Institute, University of Minnesota, USA (Kyba et al., 2002)] was exchanged for Flag-tagged dnFOS.

A2lox ESCs [a gift from Michael Kyba (Kyba et al., 2002)] or Bry-GFP ESCs were cultured and transfected as described previously (Gilmour et al., 2014; Lichtinger et al., 2012; Regha et al., 2015). ESCs were differentiated as described previously (Gilmour et al., 2014; Lancrin et al., 2010; Lichtinger et al., 2012). Further details can be found in the supplementary Materials and Methods.

### Methylcellulose hematopoietic progenitor colony assay

Floating progenitors were harvested from the supernatant of day 3 blast cultures ±DOX, counted and plated in triplicates at 10,000 cells per ml of MethoCult methylcellulose (Stem Cell Technologies, M3434) without DOX. After 7-10 days, colonies were counted and classified as BFU-E, CFU-Mix or CFU-GM.

### Giemsa staining

Individual colonies of methylcellulose cultures were picked, washed in PBS and immobilized on microscope slides by cytospin (4 min, 800 rpm, Shandon Cytospin 3). Cells were fixed with methanol for 1 min, air-dried, Giemsa-stained for 3 min (Sigma, GS500) and analysed by microscopy.

### Flow cytometry and FACS sorting

Cells at the developmental stages indicated were harvested and stained, and DNA content was measured. Further details can be found in the supplementary Materials and Methods

### RNA extraction, RT-qPCR and gene expression microarray analyses

For RNA extraction, cell pellets were re-suspended in Trizol (Invitrogen) and purified according to the manufacturer's protocol. The microarrays used were Agilent SurePrint G3 Mouse 8X60K microarrays (catalogue number G4852A-028005).

cDNA was prepared from the mRNAs using MMLV-RT (Promega M170A) and oligo dT primers according to the manufacturer's recommendations. Real-time PCR was performed with SYBR Green PCR master mix (Life Technologies, 4309155) and in an ABI Stepone real-time PCR machine. Further details and primer sequences can be found the supplementary Materials and Methods.

### Immunofluorescence staining

dnFOS ESCs were cultured for 2 days on glass cover slips in 24-well plates with MEFs and ESC medium, treated and incubated with primary and secondary antibodies. Further details can be found in the supplementary Materials and Methods.

### Western blotting

Protein extracts in Laemmli buffer were separated on 4-20% pre-cast gradient SDS-PAGE gels (Biorad) and western blots prepared by wet transfer onto nitrocellulose membrane. Further details can be found in the supplementary Materials and Methods.

### Chromatin immunoprecipitation (ChIP) and library preparation

Cells (2×10^6^ to 5×10^6^) were harvested and washed in PBS before a two-step crosslinking procedure. First, proteins were crosslinked by incubating cells for 45 min at room temperature in PBS supplemented with 0.83 mg/ml Di(N-succinimidyl) glutarate (DSG, Sigma 80424). After three PBS washes, formaldehyde crosslinking of proteins and DNA was carried out for 10 min at room temperature at a concentration of 1% formaldehyde (Pierce) in PBS. Formaldehyde was quenched by adding glycine to a final concentration of 100 mM and crosslinked cells were washed twice in ice-cold PBS. Nuclei isolation, sonication and ChIP were performed as previously described (Gilmour et al., 2014; Lichtinger et al., 2012; Regha et al., 2015). Further details and ChIP primer sequences can be found in the supplementary Materials and Methods.

### DNaseI digestion and library preparation

DNaseI digestion and libraries were prepared as described previously (Ptasinska et al., 2012) and deep sequencing was carried out on Illumina HiSeq2000.

### Luciferase assay

RAW cells were grown in DMEM medium supplemented with 10% FCS, penicillin and streptomycin, and plasmids were transfected using Invitrogen Lipofectamine according to the manufacturer's guidelines. Samples were prepared using Promega DnaI Luciferase Reporter Assay. Further details can be found in the supplementary Materials and Methods.

### Data accessibility, processing and analysis

#### High-throughput sequencing processing, peak detection and generation of coverage tracks

Briefly, alignment of reads was performed using bowtie; peak detection and coverage track generation with macs14. Further details can be found in the supplementary Materials and Methods.

#### ChIP-seq and DNaseI-seq rankings, heatmaps and average profiles

Briefly, ChIP-seq, DNaseI-seq heatmaps and average profiles were derived from ranked regions using tag count retrieved ±1000bp around summits via HOMER. Further details can be found in the supplementary Materials and Methods.

#### Motif discovery, heatmaps and average profiles

In brief, motif discovery, heatmaps and average profiles were carried out using HOMER. Further details can be found in the supplementary Materials and Methods.

#### Gene ontology analyses

Gene ontology (GO) analyses (biological process and KEGG pathway ontology classes) were performed using DAVID (Huang da et al., 2009) for all figures except Fig. 4.

#### Venn diagrams

Venn diagrams using gene names were derived using BioVenn (Hulsen et al., 2008). For high-throughput sequencing peaks, the makeVennDiagram function of the ChIPpeakAnno R package (Zhu et al., 2010) was used, which was also used to compute hypergeometric p-values of intersections. Further details can be found in the supplementary Materials and Methods.

#### Digital genomic footprinting

Digital genomic footprinting was performed using Wellington (Piper et al., 2013) using standard parameters. Further details can be found in the supplementary Materials and Methods.

#### Motif co-occurrence clustering

Essentially, motif co-occurrence clustering was performed on enrichments of co-occurring footprinted motifs over a random background, using cluster 3.0. Further details can be found in the supplementary Materials and Methods.

#### Gene set enrichment analyses

Gene-set enrichment analyses were performed with the GSEA analysis suite (Subramanian et al., 2005). Further details can be found in the supplementary Materials and Methods.

#### K-means clustering

Expression values of the closest gene were recovered for FOS:JUN co-bound peaks. K-means clustering was performed aiming for seven gene glusters using cluster 3.0 using -g 2 -k 7 -na -ng as parameters.

#### Motif distances

In summary, distributions of distances between the TEAD motif end and AP-1 motif start coordinates were computed and plotted using HOMER and R. Further details can be found in the supplementary Materials and Methods.

#### Microarray data analysis

Microarray data analysis was performed as previously described (Lichtinger et al., 2012), using the limma R package. Further details can be found in the supplementary Materials and Methods.

### Public datasets

The HB DNaseI-seq and TEAD4 ChIP-seq (Goode et al., 2016), as well as mast cell FOS ChIP-seq (Calero-Nieto et al., 2014) datasets were downloaded as SRA archives from the Gene Expression Omnibus accession numbers GSM1692782, GSM1968747 and GSM1167585, respectively. These were converted to fastq via sra-toolkit 2.5.2 (Leinonen et al., 2011). These datasets were processed in the same way as other high-throughput sequencing samples from this study.

How the deposited data were processed for this re-analysis (not part of the article)

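RNA from 27 samples was measured on one-colour Agilent mouse arrays, in 13 groups of 2 arrays each apart from untreated SM cells with 3. The groups were untreated FLK1+ cells, and cells with and without DOX of the FLK1+ 5h, d1 BC, SM, HE1, HE2 and HP populations. The deposited signal of each spot is an intensity, which the authors obtained with the scanner's Feature Extraction software, background-subtracted and detrended within each array and not scaled between arrays. The deposited median signal and median local background of each spot are also an intensity. The authors' processed values are log2 values that the authors normalized between arrays. In all 27 columns these follow the median spot signal of their own array more closely than that of any other. The paper states that the arrays were analysed with limma as in earlier work, and its supplementary methods were not used here.

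Of 62976 spots, 55681 probes were not controls, and a RefSeq table gave gene symbols for 26582 of them. Spots of one probe were averaged after outlier spots were removed. For each of 37208 genes or transcripts, 20145 of them with a gene symbol, the probe with the highest mean over the 27 arrays was kept. Dlk2, Atf7, Ahsp, Cd68 and Mx1 had no matching symbol and were left out. Signals were taken to log2 and the 75th percentile of the array was subtracted. A gene was tested in a comparison when its probe was well above background on all arrays of at least 1 of the 2 groups. No array column was a copy of another (0 identical pairs).

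Means of the 13 groups were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 14 residual and 4.37 prior degrees of freedom. Tables were prepared with data.table 1.17.8, and with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Differences of the DOX effect between populations were tested as interaction contrasts. Overlaps of genes between populations were tested with Fisher's exact test. Nearest arrays were tested by permutation with 100000 shuffles, and fold changes were grouped by k-means with 15 clusters and 50 starts. The model was tested on simulated data in which 200 genes were changed.

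Gene lists were tested with camera at a preset correlation of 0.01, and again with fry and with camera at an estimated correlation, where at least 3 genes were tested. There were 120 tests of DOX effects and 120 of steps between untreated populations, each adjusted together. Lists taken from the paper were the AP-1 family, the vascular FOS:JUN targets, the genes named for the myeloid and the rising clusters, the genes related to hematopoietic stem cells, the genes of cluster 2 in HE2, the sorting markers and the genes of the discussion. Lists from general knowledge were smooth muscle, TEAD and Hippo, TEAD target, cell cycle, endothelial, erythroid, fibroblast feeder, interferon, megakaryocyte, myeloid, stress response and pluripotency genes. The genes of cluster 2 were too few to test. One further list taken from the paper is counted among the tests, and its results are not given here.

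The genes named in the text are every gene that the paper names in connection with these arrays, and in each comparison with DOX the 3 largest rises and 3 largest falls among called genes whose every DOX array lies on one side of every untreated array. The genes followed under the alternatives were re-drawn by claim after values had been seen, and Runx1, Hoxb4, Bmi1 and Gfi1 at 5 h and in d1 BC were added later. The list tests followed under the alternatives were also picked after the list results were seen.

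The alternatives were the normexp background correction with an offset of 50, computed from median signals and backgrounds, quantile normalization, median scaling, the authors' processed values, no filter, detection in both groups, the mean of all probes, every probe on its own, a replicate block, the slide or scan day as a block, a mean-variance trend, array quality weights, a fit to the 2 groups alone, other thresholds, and leaving out each array in turn. An array left alone in its group was assumed to vary like the other groups. No cells without the cassette were given DOX on these arrays. Sequencing data, flow cytometry and qPCR were not analysed here.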

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

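The tests of the genes beside Hprt, of the genes higher in all populations, and of cell composition, slide and scaling for the interferon genes were chosen after the results were seen, except that scaling as an explanation for Hprt was planned earlier.

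Hprt was flagged because the paper does not report its expression. In SM cells it was higher with DOX by 3.50 on the log2 scale (SE 0.51, limma adjusted p = 0.0222). It was called in d1 BC, HE1, HE2 and HP cells too after the normexp correction (adjusted p = 3.23e-06, 3.24e-05, 0.000654 and 0.000465), after quantile normalization (0.000144, 0.000665, 0.0188 and 0.0185) and with the authors' processed values (1.17e-05, 6.11e-05, 0.00214 and 0.00259). In SM cells the call was lost without the filter (0.0528) and without SM untreated replicates 1, 2 and 3 (0.118, 0.069 and 0.112) or DOX replicate 2 (0.425). Of 20076 genes tested in all 6 populations, 1 gene, Hprt itself, was at least 2-fold higher in each with every DOX array above every untreated array, which speaks against the scaling of the arrays. In the other direction, 1 gene, Gbp3, was at least 2-fold lower in each with every DOX array below every untreated array. Transcription from the cassette at the Hprt locus is a biological explanation, possibly reaching into neighbouring genes. The test on neighbours was first run in SM cells alone, where 10 neighbours had a median of -0.20 and ranged from -1.37 to 0.80. After these values were seen it was widened to all 6 populations, and 6 values were at least 2-fold higher, 4 of them among the 9 in HE2 cells, and 3 at least 2-fold lower. These values leave open whether transcription from the cassette raised Hprt.

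The interferon genes were flagged because the paper does not discuss them. The list of 12 was lower with DOX in SM (median -1.74, camera adjusted p = 3.76e-11), HE1 (-1.21, 1.16e-11), HE2 (-0.78, 0.000314) and HP cells (-2.08, 1.86e-17). All 4 held with fry (0.00495, 0.014, 0.014 and 0.000541) and with an estimated correlation (0.00193, 0.00193, 0.034 and 0.000404). In HE2 cells the camera value was 0.0941 without HE2 untreated replicate 2. In SM cells the median was -0.74 without SM DOX replicate 2 (0.00203). Every DOX array lay below every untreated array for 6 of 10 genes in SM, 7 of 11 in HE1, 5 of 9 in HE2 and 10 of 11 in HP cells, where chance gives 10% in SM and 16.7% in the others. At 5 h and in d1 BC the medians were -0.41 (0.168) and 0.53 (0.282). Differences between populations were not tested for the list.

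A slide effect is argued against by the pairs of a DOX and an untreated array on one slide, since the median of the list was below 0 in 8 of 8 pairs (-2.55 to -0.45). Relative to the median of all genes, which one factor per array cannot move, the median of the list was at most -0.88 in HE2 and -1.53 in HP cells under the normexp correction, quantile normalization and the authors' processed values. The median of the list itself moved by 0.27 at most when one array of these populations was left out, so scaling is argued against there. In SM and HE1 cells it was -0.52 and -0.48 after the normexp correction, with moves of up to 1.00 and 0.24, so scaling and an effect of DOX cannot be told apart as sources of the size of the fall. With median scaling, tried for the lists after seeing the data, the medians of the list itself were -1.40, -0.94, -0.32 and -2.38 from SM to HP, with an adjusted p of at most 0.000634. All genes shifted there by 0.43, 0.37, 0.63 and -0.05. Fewer myeloid cells could lower interferon genes. No gene is on both the interferon and the myeloid list, and the myeloid median was -1.48 in HP and -0.21 in HE1 cells, so composition and a change within cells cannot be told apart. Doxycycline itself could also act, and with 0 arrays of cells without the cassette given DOX this cannot be told apart from the dnFOS peptide.

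Irf8 was flagged because its arrays moved in opposite directions between populations. With DOX it was at least 2.99-fold higher in d1 BC (2.10, SE 0.69, limma adjusted p = 1), and lower in HE2 (-1.48) and HP cells (-2.74). In d1 BC it was above background on 0 of 2 untreated arrays, and its change was 0.54 after the normexp correction, so signals near background are a technical explanation. The differences between d1 BC and HE2 or HP were not tested. No biological explanation was tested.

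Gfi1 was flagged for the same reason. It was higher with DOX in HP (1.37, SE 1.08) and lower in HE1 cells (-1.18, SE 1.08), with adjusted p = 0.997 and 1. The change in HE1 cells lay between -2.10 and -0.26 over the alternatives and that in HP cells between 1.25 and 1.49. In HE2 cells it was higher by 1.83, and the DOX effect there differed from that in HE1 cells by 3.01 (SE 1.53, adjusted p = 0.807 over the genes named in the paper). The difference between HE1 and HP was not tested. No biological explanation was tested.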

How the results depend on the processing

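The combinations of an unadjusted p with another alternative, the results named at an unadjusted p, and median scaling of the lists, were chosen after seeing the data. A count was taken as the same within 1.5 times and a correlation within 0.1, and otherwise as moved. A tested value was the same when its direction and its side of the threshold held, and weaker or stronger when the side changed. A value or correlation whose direction changed was reversed. Of the values of main results under alternatives, 776 were the same, 286 moved, 34 were weaker, 8 stronger and 5 reversed. Of the other values, 1328 were the same, 58 weaker, 22 stronger and 76 reversed. Signal over background limits which genes can be tested. A change against a group at background is a lower bound for the intensities used, and not under every background correction. Populations with no called gene have no called gene to follow. The number of list tests past the threshold was 39 of 120, and it lay between 37 and 44 over the alternatives with all arrays and camera at its preset correlation, of which at least 35 were shared. It was 10 with an estimated correlation and 7 with fry.

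After quantile normalization, the genes higher with DOX numbered 2 at 5 h, 2 in d1 BC, 7 in SM, 1 in HE1, 1 in HE2, 3 in HP and 16 over all 6, the genes lower numbered 3 in d1 BC, 32 in HP and 39 over all 6, genes called in the same direction in at least 2 populations numbered 2, genes whose DOX effect differs, HE2 against HP numbered 5, the log2 fold change was 0.00 for Vegfa in d1 BC, -0.20 for Tgfb2 in HE1, -0.13 for Gas6 in SM and -0.32 for Hoxb4 at 5 h, the adjusted p was 0.0557 for the stem cell list in SM, and the cause was not tested.

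With the authors' processed values, the genes higher with DOX numbered 2 at 5 h, 2 in d1 BC, 8 in SM, 1 in HE1, 1 in HE2, 4 in HP and 18 over all 6, the genes lower numbered 3 in d1 BC, 8 in SM, 124 in HP and 135 over all 6, genes called in the same direction in at least 2 populations numbered 4, the log2 fold change was -0.32 for Vegfa in d1 BC, -0.30 for Tgfb2 in HE1, 0.01 for Wt1 in d1 BC, 0.06 for Myo1e in HE1, -0.03 for Runx1 in HP, -0.06 for Gas6 in SM and -0.26 for Hoxb4 at 5 h, the adjusted p was 0.0471 for the FOS:JUN target list from FLK1+ to HE1, the correlation of the DOX effect in HE2 with HE1 to HP was 0.10, and the cause was not tested.

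Without the filter on dim probes, the genes higher with DOX numbered 0 at 5 h, 0 in SM and 1 over all 6, the genes lower numbered 1 in SM and 7 over all 6, the adjusted p was 0.0115 for the stem cell list in HE2, and the cause was not tested.

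With the mean of all probes, the genes higher with DOX numbered 2 at 5 h, genes called in the same direction in at least 2 populations numbered 1, the log2 fold change was -0.11 for Vegfa in d1 BC, 0.23 for Runx1 in HE2, -0.20 for Runx1 in HP and -0.24 for Runx1 at 5 h, the adjusted p was 0.036 for the stem cell list in HE2, and the cause was not tested.

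When the slide was a fixed block, the genes higher with DOX numbered 0 at 5 h, 1 in d1 BC, 2 in SM, 3 in HP and 6 over all 6, the genes lower numbered 9 in SM, 48 in HP and 57 over all 6, genes called in the same direction in at least 2 populations numbered 4, the log2 fold change was -0.15 for Runx1 at 5 h and -0.07 for Hoxb4 at 5 h, the adjusted p was 0.00996 for the FOS:JUN target list from FLK1+ to HE1, and the cause was not tested.

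When detection was required in both groups, the genes higher with DOX numbered 0 at 5 h and 0 in HP, the genes lower numbered 0 in SM and 3 in HP, and the cause was not tested.

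When every probe was tested on its own, the genes higher with DOX numbered 0 at 5 h and 2 in HP, the genes lower numbered 1 in SM, and the cause was not tested.

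When only the arrays of the 2 groups were fitted, the genes higher with DOX numbered 0 at 5 h, 0 in SM and 0 in HP, the genes lower numbered 0 in SM, 3 in HE2 and 0 in HP, and the cause was not tested.

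With the slide as a random block, the genes higher with DOX numbered 2 at 5 h, 1 in d1 BC, 6 in SM, 1 in HE1, 3 in HE2 and 8 in HP, the genes lower numbered 2 in d1 BC, 15 in SM, 1 in HE2 and 85 in HP, and the cause was not tested.

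With the scan day as a fixed block, the genes higher with DOX numbered 0 at 5 h, 1 in d1 BC, 3 in SM and 2 in HP, the genes lower numbered 10 in SM and 42 in HP, and the cause was not tested.

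With a mean-variance trend, the genes higher with DOX numbered 0 at 5 h, 1 in d1 BC and 0 in HP, the genes lower numbered 2 in SM, 1 in HE2 and 0 in HP, and the cause was not tested.

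Under array quality weights, the genes higher with DOX numbered 4 at 5 h, 2 in d1 BC, 0 in SM and 4 in HP, the genes lower numbered 4 in d1 BC, 0 in SM and 49 in HP, and the cause was not tested.

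After the normexp correction, the genes higher with DOX numbered 4 in d1 BC, 5 in SM, 1 in HE1, 4 in HE2, 8 in HP and 23 over all 6, the genes lower numbered 3 in d1 BC, 9 in SM, 2 in HE2, 150 in HP and 164 over all 6, genes called in the same direction in at least 2 populations numbered 8, the log2 fold change was -0.31 for Vegfa in d1 BC, -0.31 for Tgfb2 in HE1, 0.00 for Wt1 in d1 BC, 0.05 for Myo1e in HE1, -0.01 for Runx1 in HP, -0.10 for Gas6 in SM and -0.17 for Hoxb4 at 5 h, the adjusted p was 0.0418 for the FOS:JUN target list from FLK1+ to HE1, the correlation of the DOX effect in HE2 with HE1 to HP was 0.10, and the cause was not tested.

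With median scaling, the genes higher with DOX numbered 2 in HP, the genes lower numbered 1 in d1 BC, 1 in SM and 28 in HP, the adjusted p was 0.0901 for the stem cell list in SM, and the cause was not tested.

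With fry, gene lists past the threshold numbered 7, the adjusted p was 0.518 for the FOS:JUN target list at 5 h, 0.0995 for the FOS:JUN target list in d1 BC, 0.165 for the FOS:JUN target list in SM, 0.466 for the FOS:JUN target list in HE1, 0.496 for the FOS:JUN target list in HP, 0.239 for the myeloid marker list in HE2, 0.135 for the list of rising clusters in HE2, 0.466 for the stem cell list in SM and 0.466 for the cell cycle list in SM, and the cause was not tested.

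At an estimated correlation, gene lists past the threshold numbered 10, the adjusted p was 0.34 for the FOS:JUN target list at 5 h, 0.076 for the FOS:JUN target list in SM, 0.194 for the FOS:JUN target list in HE1, 0.261 for the FOS:JUN target list in HP, 0.076 for the myeloid cluster list in HE2, 0.239 for the myeloid marker list in HE2, 0.308 for the list of rising clusters in HE2, 0.342 for the stem cell list in SM and 0.348 for the cell cycle list in SM, and the cause was not tested.

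Among the 1000 most variable genes, arrays whose nearest array has the same population numbered 25, and the cause was not tested.

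As a Spearman correlation, the correlation of the DOX effect in HE2 with HE1 to HP was 0.33, and the cause was not tested.

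At an unadjusted p and at least 2-fold, the genes higher with DOX numbered 1220 at 5 h, 129 in d1 BC, 159 in SM, 127 in HE1, 1384 in HE2, 296 in HP and 3315 over all 6, the genes lower numbered 38 at 5 h, 236 in d1 BC, 475 in SM, 155 in HE1, 923 in HE2, 634 in HP and 2461 over all 6, genes called in the same direction in at least 2 populations numbered 444, genes whose DOX effect differs, d1 BC against SM numbered 210, genes whose DOX effect differs, SM against HE1 numbered 125, genes whose DOX effect differs, HE1 against HE2 numbered 333, genes whose DOX effect differs, HE2 against HP numbered 1128, and counts rise because the threshold is looser.

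With a 2-fold change and no p, the genes higher with DOX numbered 3675 at 5 h, 729 in d1 BC, 986 in SM, 565 in HE1, 3727 in HE2, 1906 in HP and 11588 over all 6, the genes lower numbered 367 at 5 h, 803 in d1 BC, 1662 in SM, 1139 in HE1, 4095 in HE2, 1819 in HP and 9885 over all 6, genes called in the same direction in at least 2 populations numbered 3570, genes whose DOX effect differs, d1 BC against SM numbered 3235, genes whose DOX effect differs, SM against HE1 numbered 2562, genes whose DOX effect differs, HE1 against HE2 numbered 4845, genes whose DOX effect differs, HE2 against HP numbered 9527, and counts rise because the threshold is looser.

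Once an unadjusted p was combined with the normexp background correction, a combination chosen after seeing the data, the genes higher with DOX numbered 247 at 5 h, 78 in d1 BC, 91 in SM, 664 in HE2 and 145 in HP, the genes lower numbered 17 at 5 h, 229 in SM and 87 in HE1, genes lower in both SM and HE1 at an unadjusted p numbered 44, genes higher in both HE2 and HP at an unadjusted p numbered 26, and the cause was not tested.

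Where an unadjusted p went with quantile normalization, a combination chosen after seeing the data, the genes higher with DOX numbered 596 at 5 h, 379 in SM and 344 in HE1, the genes lower numbered 156 at 5 h, and the cause was not tested.

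Using an unadjusted p and the authors' processed values, a combination chosen after seeing the data, the genes higher with DOX numbered 437 at 5 h and 217 in HE1, the genes lower numbered 59 at 5 h and 297 in SM, and the cause was not tested.

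For an unadjusted p with the slide as a fixed block, a combination chosen after seeing the data, the genes higher with DOX numbered 86 at 5 h, 298 in d1 BC, 262 in SM, 263 in HE1, 3203 in HE2 and 766 in HP, the genes lower numbered 374 in d1 BC, 273 in HE1, 1903 in HE2 and 1040 in HP, genes lower in both SM and HE1 at an unadjusted p numbered 109, genes lower in both HE2 and HP at an unadjusted p numbered 167, genes higher in both HE2 and HP at an unadjusted p numbered 118, and the cause was not tested.

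Once an unadjusted p was combined with no filter on dim probes, a combination chosen after seeing the data, the genes lower numbered 360 in d1 BC, 1184 in SM, 450 in HE1 and 1474 in HE2, genes lower in both SM and HE1 at an unadjusted p numbered 139, and the cause was not tested.

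Arrays with the same replicate number deviated together in every population but FLK1+ 5h, so the numbers were not taken to pair all arrays. Outside 5 h, both pairs of each population also shared a slide, so pairing and slide were not separated. The main fit had no block, so what such arrays shared stayed in its residual spread. The correlation of numbered pairs was -0.15 at 5 h, 0.55 in d1 BC, 0.55 in SM, 0.33 in HE1, 0.26 in HE2 and 0.61 in HP cells. With the number as a replicate block, the genes higher with DOX numbered 2 at 5 h, 1 in d1 BC, 2 in HP and 6 over all 6, the genes lower numbered 1 in d1 BC, 1 in SM, 22 in HP and 24 over all 6, genes called in the same direction in at least 2 populations numbered 2, the log2 fold change was -0.37 for Gfi1 in SM, the adjusted p was 0.0468 for the stem cell list in HE2. Under this block at an unadjusted p, chosen after seeing the data, the genes higher with DOX numbered 222 in d1 BC, 222 in HE1, 2982 in HE2 and 525 in HP, the genes lower numbered 103 at 5 h, genes higher in both HE2 and HP at an unadjusted p numbered 104, and the cause was not tested.

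With one array left out, the lowest and highest values were as follows: genes higher in FLK1+ 5h 0 (without FLK1+ 5h untreated replicate 1) to 83 (without FLK1+ 5h untreated replicate 2), genes higher in SM 0 (without SM untreated replicate 1) to 1 (without SM untreated replicate 2), genes lower in SM 1 (without SM untreated replicate 1) to 4 (without SM DOX replicate 1), genes higher in HE2 0 (without HE2 untreated replicate 1) to 42 (without HE2 untreated replicate 2), genes lower in HE2 0 (without HE2 untreated replicate 1) to 39 (without HE2 untreated replicate 2), genes higher in HP 0 (without HP untreated replicate 1), genes lower in HP 0 (without HP untreated replicate 1) to 1 (without HP DOX replicate 1), genes higher in FLK1+ 5h at an unadjusted p 96 (without FLK1+ 5h untreated replicate 1) to 2412 (without FLK1+ 5h untreated replicate 2), and the cause was not tested.

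Left out in turn, arrays also gave these ranges: genes lower in FLK1+ 5h at an unadjusted p 19 (without FLK1+ 5h DOX replicate 1) to 156 (without FLK1+ 5h DOX replicate 2), genes higher in d1 BC at an unadjusted p 60 (without d1 BC DOX replicate 1) to 212 (without d1 BC DOX replicate 2), genes higher in SM at an unadjusted p 79 (without SM untreated replicate 3) to 1120 (without SM DOX replicate 1), genes lower in SM at an unadjusted p 329 (without SM untreated replicate 3) to 1184 (without SM DOX replicate 1), genes higher in HE1 at an unadjusted p 85 (without HE1 DOX replicate 2) to 559 (without HE1 DOX replicate 1), genes lower in HE1 at an unadjusted p 104 (without HE1 untreated replicate 2) to 518 (without HE1 DOX replicate 1), genes higher in HE2 at an unadjusted p 265 (without HE2 untreated replicate 1) to 3736 (without HE2 untreated replicate 2), genes lower in HE2 at an unadjusted p 190 (without HE2 untreated replicate 1) to 2470 (without HE2 untreated replicate 2), and the cause was not tested.

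Further ranges were: genes higher in HP at an unadjusted p 184 (without HP DOX replicate 1) to 371 (without HP DOX replicate 2), genes higher with DOX summed over 6 populations 1 (without HP untreated replicate 1) to 85 (without FLK1+ 5h untreated replicate 2), genes lower with DOX summed over 6 populations 2 (without HP untreated replicate 1) to 53 (without HE2 untreated replicate 2), genes called in at least 2 populations 0 (without FLK1+ untreated replicate 1) to 2 (without SM DOX replicate 1), genes lower in both d1 BC and SM at an unadjusted p 43 (without d1 BC DOX replicate 1) to 81 (without SM untreated replicate 1), genes lower in both SM and HE1 at an unadjusted p 43 (without SM DOX replicate 2) to 108 (without HE1 DOX replicate 1), genes lower in both HE2 and HP at an unadjusted p 41 (without HE2 untreated replicate 2) to 210 (without HE2 DOX replicate 1), genes higher in both HE2 and HP at an unadjusted p 17 (without HP untreated replicate 1) to 64 (without HP untreated replicate 2), and the cause was not tested.

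Further ranges were: genes whose DOX effect differs, d1 BC against SM 0 (without d1 BC untreated replicate 2) to 1 (without d1 BC untreated replicate 1), genes whose DOX effect differs, HE1 against HE2 0 (without HE1 untreated replicate 1) to 1 (without HE2 DOX replicate 1), the FOS:JUN target list in HE1 3.69e-07 (without HE1 untreated replicate 2) to 0.163 (without HE1 untreated replicate 1), the FOS:JUN target list in HP 6.12e-09 (without HP untreated replicate 1) to 0.818 (without HP untreated replicate 2), the myeloid cluster list in HE2 3e-06 (without HE2 untreated replicate 1) to 0.0567 (without HE2 untreated replicate 2), the myeloid marker list in HE2 0.000618 (without HE2 untreated replicate 1) to 0.0988 (without HE2 untreated replicate 2), the stem cell list in SM 0.0151 (without SM untreated replicate 2) to 0.451 (without SM DOX replicate 2), the interferon list in HE2 5.04e-09 (without HE2 untreated replicate 1) to 0.0941 (without HE2 untreated replicate 2), and the cause was not tested.

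Further ranges were: the FOS:JUN target list from FLK1+ to HE1 0.0254 (without HE1 untreated replicate 2) to 0.38 (without HE1 untreated replicate 1), the FOS:JUN target list from HE2 to HP 0.0188 (without HP untreated replicate 1) to 0.724 (without HE2 untreated replicate 1), correlation of the DOX effect in HE2 with HE1 to HP -0.12 (without HE2 untreated replicate 1) to 0.33 (without HE2 untreated replicate 2), correlation of the DOX effect in HP with HE1 to HE2 -0.31 (without HE2 untreated replicate 1) to 0.12 (without HE2 untreated replicate 2), and the cause was not tested.

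The log2 fold changes of single genes with one array left out were: Col1a1 in HE1 -3.52 (without HE1 untreated replicate 2) to 2.54 (without HE1 untreated replicate 1), Col4a1 in HE1 -1.79 (without HE1 DOX replicate 1) to 0.26 (without HE1 DOX replicate 2), Col5a1 in HE1 -0.16 (without HE1 DOX replicate 2) to 0.99 (without HE1 DOX replicate 1), Vegfa in d1 BC -0.14 (without d1 BC untreated replicate 1) to 0.22 (without d1 BC untreated replicate 2), Vegfa in SM -0.84 (without SM DOX replicate 2) to 0.53 (without SM DOX replicate 1), Vegfa in HE1 -1.72 (without HE1 DOX replicate 2) to 1.13 (without HE1 DOX replicate 1), Pdgfc in HE1 -1.58 (without HE1 untreated replicate 2) to 0.16 (without HE1 untreated replicate 1), Hbegf in SM -1.60 (without SM DOX replicate 2) to 0.22 (without SM DOX replicate 1), Hbegf in HE1 -1.28 (without HE1 DOX replicate 2) to 0.01 (without HE1 DOX replicate 1), Bmp2 in HE1 -1.40 (without HE1 DOX replicate 2) to 0.52 (without HE1 DOX replicate 1), and the cause was not tested.

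For other genes the log2 fold changes were: Tgfb1 in SM -2.35 (without SM DOX replicate 1) to 0.17 (without SM DOX replicate 2), Tgfb1 in HE1 -1.42 (without HE1 DOX replicate 1) to 0.61 (without HE1 DOX replicate 2), Tgfb2 in HE1 -0.44 (without HE1 untreated replicate 2) to 0.55 (without HE1 untreated replicate 1), Tgfb3 in HE1 -1.06 (without HE1 untreated replicate 2) to 0.45 (without HE1 untreated replicate 1), Itga11 in HE1 -1.35 (without HE1 untreated replicate 2) to 0.19 (without HE1 untreated replicate 1), Wt1 in d1 BC -0.36 (without d1 BC DOX replicate 1) to 0.22 (without d1 BC DOX replicate 2), Myo1e in HE1 -0.48 (without HE1 DOX replicate 1) to 0.21 (without HE1 DOX replicate 2), Eng in HE2 -1.94 (without HE2 DOX replicate 1) to 0.07 (without HE2 DOX replicate 2), Nog in HE2 -1.97 (without HE2 untreated replicate 2) to 0.14 (without HE2 untreated replicate 1), Stat5a in HP -0.05 (without HP DOX replicate 2) to 0.84 (without HP DOX replicate 1), and the cause was not tested.

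For other genes the log2 fold changes were: Hoxb4 in HE1 -0.11 (without HE1 DOX replicate 2) to 1.17 (without HE1 DOX replicate 1), Hoxb4 in HP -0.73 (without HP untreated replicate 1) to 0.14 (without HP untreated replicate 2), Bmi1 in HE1 -0.20 (without HE1 DOX replicate 2) to 1.67 (without HE1 DOX replicate 1), Bmi1 in HP -0.36 (without HP DOX replicate 2) to 0.73 (without HP DOX replicate 1), Gfi1 in SM -1.48 (without SM DOX replicate 2) to 1.86 (without SM DOX replicate 1), Runx1 in SM -1.47 (without SM DOX replicate 2) to 0.54 (without SM DOX replicate 1), Runx1 in HE1 -0.29 (without HE1 DOX replicate 2) to 1.75 (without HE1 DOX replicate 1), Runx1 in HE2 -0.52 (without HE2 untreated replicate 2) to 0.46 (without HE2 untreated replicate 1), Runx1 in HP -0.17 (without HP untreated replicate 1) to 0.52 (without HP untreated replicate 2), Gas6 in SM -0.42 (without SM DOX replicate 2) to 1.07 (without SM DOX replicate 1), and the cause was not tested.

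For other genes the log2 fold changes were: Fos at 5 h -0.52 (without FLK1+ 5h untreated replicate 1) to 0.26 (without FLK1+ 5h untreated replicate 2), Fos in HE1 -0.47 (without HE1 DOX replicate 2) to 2.21 (without HE1 DOX replicate 1), Fos in HP -0.91 (without HP DOX replicate 2) to 0.60 (without HP DOX replicate 1), Runx1 at 5 h -0.08 (without FLK1+ 5h untreated replicate 2) to 0.09 (without FLK1+ 5h untreated replicate 1), Hoxb4 at 5 h -0.08 (without FLK1+ 5h untreated replicate 1) to 0.36 (without FLK1+ 5h untreated replicate 2), Gfi1 at 5 h -1.72 (without FLK1+ 5h DOX replicate 2) to 0.02 (without FLK1+ 5h DOX replicate 1), and the cause was not tested.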

Differences from the paper's values

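No test was chosen after the result was seen for this part, but the combinations of an unadjusted p with another alternative, and the arrays left out at an unadjusted p, were.

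In Fig. 3C, read by eye, the paper's genes higher with DOX number about 300 at 5 h, about 120 in d1 BC, about 190 in SM, about 150 in HE1, about 910 in HE2 and about 210 in HP cells. Those called here number 1, 0, 1, 0, 0 and 1. In Fig. 3C, read by eye, the paper's genes lower with DOX number about 36, about 340, about 330, about 250, about 780 and about 1000 in the same order. Those called here number 0, 0, 4, 0, 0 and 9. All 12 values differ.

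Among the alternatives set before the data were examined, an unadjusted p with at least 2-fold brings 8 of 12 within 1.5 times of the paper's values. These are 129 higher in d1 BC, 159 in SM, 127 in HE1 and 296 in HP cells, and 38 lower at 5 h, 236 in d1 BC, 475 in SM and 923 in HE2 cells. The other 4 differ there too, with 1220 higher at 5 h, 155 lower in HE1, 1384 higher in HE2 and 634 lower in HP cells. Every other alternative set before leaves all 12 different. This names the setting under which the values come closer, not the paper's method.

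Combined with another alternative, chosen after seeing the values, the unadjusted p brings 9 of 12 within 1.5 times with the authors' processed values and 9 with the mean of all probes, 7 with quantile normalization, and 5 each with the normexp correction, no filter, the replicate block and the slide block. Of the 4 values above, these reach 247 (normexp) and 437 (authors' values) higher at 5 h. They reach 172 (quantile), 181 (mean of probes), 223 (replicate block) and 273 (slide) lower in HE1 cells. In HE2 cells they reach 664 (normexp), 1251 (authors' values), 1243 (no filter) and 1128 (mean of probes) higher. In HP cells they reach 675 (quantile), 912 (replicate block) and 1040 (slide) lower. Also chosen after seeing the values, an unadjusted p gave 219 higher at 5 h without FLK1+ 5h DOX replicate 1 and 256 lower in HE1 cells without HE1 untreated replicate 1.

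The paper states that more genes fell than rose. Here 13 of 16 called changes were lower, but at an unadjusted p with at least 2-fold 42.6% were. The paper counts Wt1 among genes lower in SM cells, where its change was 0.42 here. Of the 6 genes named for the paper's vascular clusters, 5 were lower in SM and 6 in HE1 cells. The paper states that Hoxb4, Bmi1 and Gfi1 were higher without AP-1 activity and names no population. The clusters it cites (Fig. 3D) cover SM, HE1, HE2 and HP cells, and not 5 h or d1 BC. It also cites manual validations (Fig. S3F), which were not analysed here. Of the 3 genes, 1 was higher at 5 h, 2 in d1 BC, 3 in SM, 2 in HE1, 3 in HE2 and 2 in HP cells. Gfi1 was -1.18 in HE1 cells, -1.09 in d1 BC and -0.85 at 5 h, Hoxb4 -0.30 in HP cells and Bmi1 -0.62 at 5 h. The paper lists Vegfa among targets that were lower when AP-1 was blocked, and its change in d1 BC was 0.04. The paper states no effect on Runx1, and its change in d1 BC was -1.03 without a call (limma adjusted p = 1).

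None of the genes that the paper describes as changed by blocking AP-1 was called here. Spi1, Irf8 and Cebpa in HP cells were called after the normexp correction (0.000444, 0.000503 and 0.00272) and with the authors' processed values (0.00364, 0.00259 and 0.00878). Spi1 in HE2 cells was called without HE2 DOX replicate 1 (0.000882).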

Other observations

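The tests on the nearest arrays of other slides, on the path from HE1 to HP, and on the number higher, the blocks and the scaling at 5 h were chosen after the results were seen, and those on the 5 h share without the lone array, on the dim HE2 array and on the slide of the nearest array were planned earlier.

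At 5 h 97.0% of the genes past an unadjusted p and 2-fold were higher with DOX. Untreated replicate 1 was alone on its slide. Without it the share was 79.3%. It was 64.2% with the slide and 58.8% with the scan day as a fixed block, on 134 and 131 genes. Under the other scalings it was 62.5% with median scaling, 79.3% after quantile normalization, 88.1% with the authors' processed values and 93.6% after the normexp correction. The lone array, the slide or scan day, the scaling and an effect of DOX cannot be told apart as sources of the share, since it fell under each of these. The number higher fell from 1220 without that array and rose when it was the only untreated array. The lone array can thus be a source of the count. The number higher also fell without DOX replicate 1, so the lone array need not be the only source. No biological explanation was tested.

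In HE2 cells 2307 genes passed an unadjusted p and 2-fold in the main fit, more than in any other population. With array quality weights 5 h had more (1830), and with only the 2 groups fitted HP cells had more (1675). HE2 cells had 1085 and 1353 in these fits. Without the dim array of untreated replicate 1 there were 455, and without DOX replicate 2 there were 983, so the count does not rest on the dim array alone. Without untreated replicate 2 there were 6206. No biological explanation was tested.

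Nearest arrays mostly shared their slide. Among arrays with their population on another slide, the nearest array on other slides was of the same population for 11 of 25 (2.92 expected, one-sided permutation p = 0.00043). Slide and population cannot be told apart as sources of the nearest arrays.

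Cells with DOX might sit earlier on the path from HE1 to HP cells, which would give a negative correlation across genes between the DOX effect and that path. The correlation was 0.21 for HE2 cells along HE1 to HP (23107 genes) and -0.11 for HP cells along HE1 to HE2 (22278 genes). Without HE2 untreated replicate 1 these were -0.12 and -0.31, and without replicate 2 they were 0.33 and 0.12. A delay cannot be told apart from no delay.

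Over all 120 list tests with DOX, 39 were past 0.05 with camera, 7 of them also with fry and 10 with an estimated correlation. The 6 that held with both were the interferon list in SM, HE1, HE2 and HP cells and the myeloid markers and myeloid cluster genes in HP cells. The myeloid cluster genes in HE2 cells held with fry (0.0354). With an estimated correlation the FOS:JUN targets (0.00599) and TEAD targets (0.0452) in d1 BC held. The other 2 that held belong to a list whose results are not given here, which was also past 0.05 with camera in 5 of the 39 tests.

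TEAD target genes were lower at 5 h (median -0.43, camera adjusted p = 0.0104), in d1 BC (-0.73, 1.34e-07), SM (-0.84, 9.34e-06), HE1 (-0.45, 0.000851) and HP cells (-0.44, 0.00181), and had a median of 0.02 in HE2 cells (0.685), with 5 genes lower and 6 higher. TEAD and Hippo genes had medians of -0.31 (0.135), -0.14 (0.138), 0.09 (0.531), 0.20 (0.619), 0.84 (0.0564) and 0.07 (0.737) from 5 h to HP. AP-1 family genes had medians of -0.24 (0.168), -0.28 (0.147), -0.03 (0.602), 0.27 (0.619), 0.60 (0.741) and -0.16 (0.0111). Fos changed by -0.13, -0.51, 1.00, 0.87, 1.53 and -0.16 in this order, and none of these was called.

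Stress response genes had medians of -0.09 (0.541), -0.09 (0.344), 0.47 (0.116), 0.70 (0.00855), 1.02 (0.0213) and 0.68 (0.566) from 5 h to HP. Fibroblast feeder genes had -0.16 (0.713), 0.06 (0.88), 0.49 (0.524), 1.06 (0.00443), 1.12 (0.208) and 0.24 (0.833). Smooth muscle genes had 0.01 (0.62), -0.23 (0.524), -0.51 (0.0622), -0.21 (0.743), -0.04 (0.588) and 0.10 (0.662). Sorting markers had -0.15 (0.875), -0.12 (0.654), -0.06 (0.276), -0.35 (0.205), -0.61 (0.382) and -0.10 (0.162).

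Endothelial genes had medians of 0.23 (0.737), 0.07 (0.996), 0.40 (0.281), 0.18 (0.515), 0.50 (0.967) and 0.17 (0.469). Megakaryocyte genes had 0.66 (0.135), -0.12 (0.62), -0.42 (0.282), 0.43 (0.44), 0.55 (0.788) and 0.62 (0.654). Pluripotency genes had -0.13 (0.705), 0.17 (0.801), -0.83 (0.0552), -0.48 (0.326), -0.79 (0.685) and 0.22 (0.737). The 2 measured genes of cluster 2 were both lower in HE2 cells, Nog by -0.92 and Fgf15 by -2.34 (SE 0.80).

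The median and the mean or test had opposite signs for the cell cycle, smooth muscle, sorting and myeloid cluster genes at 5 h, and for endothelial, sorting, feeder, pluripotency and myeloid cluster genes in d1 BC. They did for TEAD and Hippo genes in SM cells, for endothelial, TEAD and Hippo, and myeloid marker genes in HE1 cells, for endothelial and TEAD target genes in HE2 cells, and for smooth muscle, endothelial, feeder, and TEAD and Hippo genes in HP cells. None of these was past the threshold.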
